# Hypoxic regulation of chromatin and gene transcription

**DOI:** 10.1038/s42003-026-09875-6

**Published:** 2026-03-25

**Authors:** Jessica D. Kindrick, Olivia Lombardi, Silvia Halim, Veronique N. Lafleur, Cindy H. Chau, William D. Figg, Peter J. Ratcliffe, David R. Mole

**Keywords:** Histone post-translational modifications, Transcriptomics, Oxidoreductases, Histone analysis

## Abstract

Adaptation to reduced levels of oxygen (hypoxia) is an essential feature of eukaryotic life. Within the animal kingdom, cellular responses are orchestrated by the transcription factor HIF (Hypoxia Inducible Factor) which is regulated by specific 2-oxoglutarate-dependent oxygenases. This family of enzymes also includes histone demethylases, and histone methylation has also been observed to increase in hypoxia. Since histone methylation is associated with gene expression, this has raised questions about whether this also contributes to transcriptional regulation in hypoxia. However, to date pangenomic studies have not been normalised in a way that preserves these bulk changes. Using drosophila chromatin spike-in normalisation, we have shown widespread increases in histone H3K4/9/27/36me3 in hypoxia at almost all gene loci that occur irrespective of whether gene expression is increased or reduced. However, methylation of H3K4me3 and H3K36me3 increases most at direct transcriptional targets of HIF and this is abrogated by inactivation of HIF. Taken together this suggests that global H3 trimethylation increases in hypoxia are widespread and not sufficient to predict transcriptional direction, whereas enhanced H3K4me3/H3K36me3 at direct HIF targets appears consequent to HIF binding and transcriptional engagement.

## Abstract (web summary)

Exogenously normalised chromatin immunoprecipitation sheds light on pangenomic regulation of histone methylation by hypoxia and its relation to changes in gene expression.

## Introduction

Oxygen is essential for all eukaryotic life and cells have therefore developed mechanisms for sensing and responding to reduced availability (hypoxia). In multicellular animals, transcriptional responses are largely orchestrated by a family of transcription factors called hypoxia-inducible factors (HIFs). These are regulated through post-translational modifications catalysed by oxygen-sensing members of the 2-oxoglutarate-dependent dioxygenase enzyme family, specifically egl-9 family hypoxia inducible factor 1-3 (EGLN1-3) and factor inhibiting HIF (FIH). The EGLN enzymes all have a high *K*_m_ for oxygen such that their activity varies within physiological ranges of oxygen, thereby allowing them to operate as functional oxygen sensors. In addition, several other members of this large family of enzymes have a similar oxygen sensitivity to the EGLNs and FIH and therefore also have the potential to act as oxygen sensors^1,2^.

Notable among these are members of the lysine demethylase (KDM) Jumonji C (JmjC) domain enzymes KDM6A, KDM5A and the KDM4s that catalyse histone demethylation. KDM6A, also known as UTX (Ubiquitously transcribed tetratricopeptide repeat, X chromosome) catalyses demethylation of H3K27me2/3, while KDM5A catalyses demethylation of H3K4me2/3 and KDM4 leads to demethylation of H3K9me2/3 and H3K36me2^3,4^. While hypoxia reduces the activity of these enzymes, some histone demethylases are transcriptional targets of HIF and consequently their abundance increases in hypoxia, potentially offsetting their decreased activity^2^.

The presence of these competing effects on histone demethylases has led many groups to examine the effects of hypoxia on global histone methylation. Overall, methylation increases in hypoxia, indicating that the predominant effect arises from inhibition of demethylase activity. Specifically, bulk increases in histone marks associated with both highly transcribed genes, H3K4me3^5–11^, and H3K36me3^5,6,12–14^, as well as inactive genes, H3K9me3^6,8,12,14–21^ and H3K27me3^6–9,12,20,21^ have been consistently reported across a range of cell lines and degrees and durations of hypoxia. These reports have largely employed immunoblotting, mass-spectrometry, immunohistochemistry and enzyme-linked immunosorbent assays to examine histone methylation and have not reported locus-specific changes. Nevertheless, in order for bulk changes to be detectable, it is highly likely that these changes in histone trimethylation are widespread across the genome.

To date there have been only limited attempts to examine pangenomic changes in histone methylation in hypoxia and to systematically relate them to changes in gene expression^6,20,22–24^. Furthermore, these studies lack normalisation controls, and the use of conventional normalisation strategies will obscure the global changes described above, thereby making it difficult to relate changes in histone trimethylation at individual loci to changes in gene expression. Here we undertake pangenomic analyses of histone H3K4me3, H3K36me3, H3K9me3 and H3K27me3 histone trimethylation in normoxic and hypoxic PC3 and HCT116 cells, using ChIP-seq normalised to Drosophila spike-in controls to observe the hypoxic induction seen in bulk analyses. We relate these changes to changes in gene expression using RNA-seq analysis of transcript abundance, normalised to ERCC spike-in control. By relating our findings to ChIP-seq analysis of HIF transcription factor binding and repeating experiments in HIF-1β (also known as ARNT - aryl hydrocarbon nuclear translocator) KO cells lacking a HIF-response we identify HIF-independent global hypoxic increases in histone trimethylation that occur both at upregulated and downregulated genes as well as HIF-dependent increases in H3K4me3 and H3K36me3 occurring in cis at HIF target genes.

## Results

### Hypoxia induces bulk changes in histone trimethylation

We first determined the effect of hypoxia on histone trimethylation in six commonly used cancer cell lines A549 (lung carcinoma), HCT116 (colorectal carcinoma), HepG2 (hepatocellular carcinoma), PC3 (prostate carcinoma), RCC4 + VHL (clear cell renal cell carcinoma stably re-expressing wild type von Hippel Lindau gene), and T47D (infiltrating ductal breast carcinoma). Cells were incubated in normoxia (21% O_2_) or hypoxia (0.5% O_2_) for 16 h prior to harvest. Induction of the hypoxia-inducible factors (HIF-1α and HIF-2α) was observed in all 6 cell lines together with induction of the canonical HIF-target gene, NDRG1 (N-myc down-regulated gene 1—not expressed in T47D cells) (Fig. 1). Consistent with previous reports^6,20^, induction in bulk levels of H3K4me3 and H3K36me3 was also observed after 16 h hypoxia.

**Fig. 1:**
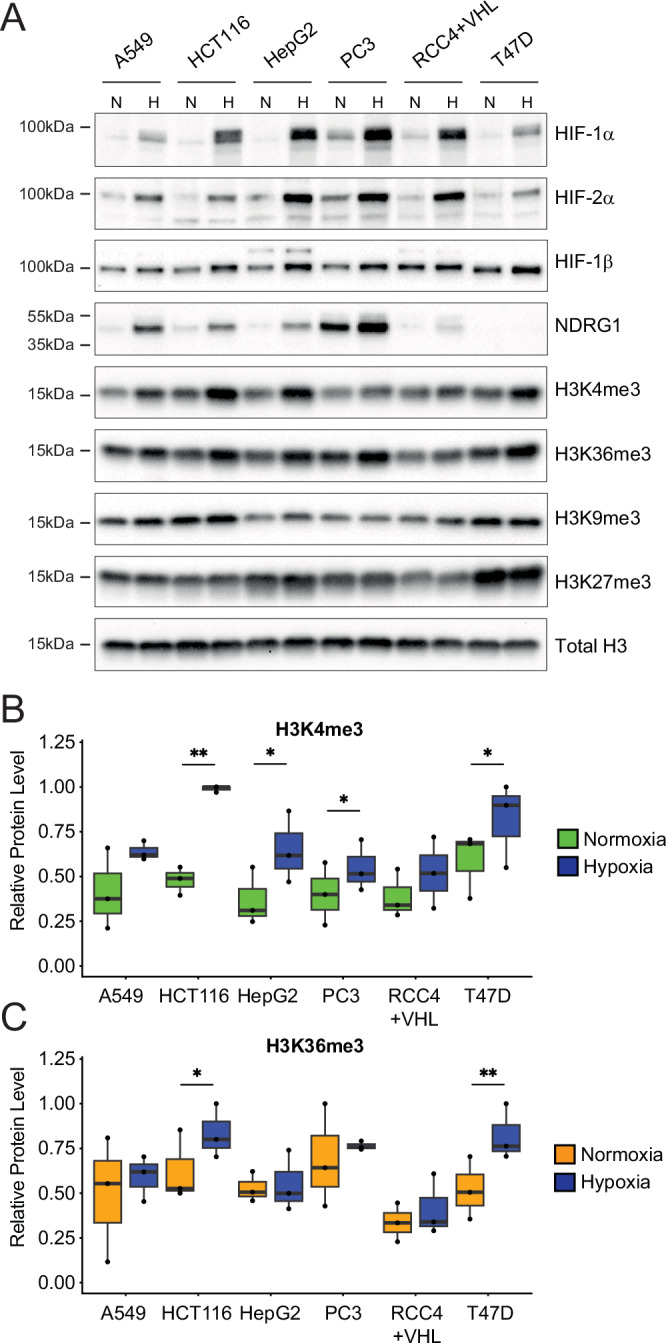
Hypoxia induces both ‘active’ and ‘repressive’ histone trimethylation in commonly used cancer cell lines. **A** Representative immunoblots of the indicated proteins in whole cell lysates of six commonly used cancer cell lines incubated in 21% O_2_ normoxia (N) or 0.5% O_2_ hypoxia (H) for 16 h. Densitometric analysis of **B** H3K4me3 and **C** H3K36me3 levels in normoxia or 16 h of 0.5% O_2_ hypoxia (depicted in blue) normalised to Total histone H3 signal and averaged across *n* = 3 replicates with individual data points superimposed. Error bars represent the full range of values and significance was calculated by paired Student’s *t* test; *p < 0.05, **p < 0.01.

We next examined bulk levels of histone trimethylation using chromatin immunoprecipitation (ChIP). Firstly, titration experiments were performed in which the quantity of antibody and beads was kept constant, whilst the amount of input chromatin was varied (Fig. 2A–D). For each histone trimethylation, the amount of immunoprecipitated chromatin captured varied linearly with the amount of input chromatin. This indicates that the quantity of antibody and beads used are in excess of the amount of chromatin available to be captured. By fixing the ratio of input chromatin to antibody/beads in the middle of this range, we were able to ensure a linear response in subsequent assays. PC3 and HCT116 cells were then incubated in normoxia (21% O_2_) or hypoxia (0.5% O_2_) for 16 h prior to chromatin immunoprecipitation. Multivariate analysis by ANOVA of the amount of captured chromatin immunoprecipitated using H3K4me3, H3K36me3, H3K9me3 and H3K27me3 antibodies from both PC3 and HCT116 cells revealed significant induction of histone trimethylation in hypoxia, independent of the specific mark and of cell type (Figs. 2E, F).

**Fig. 2:**
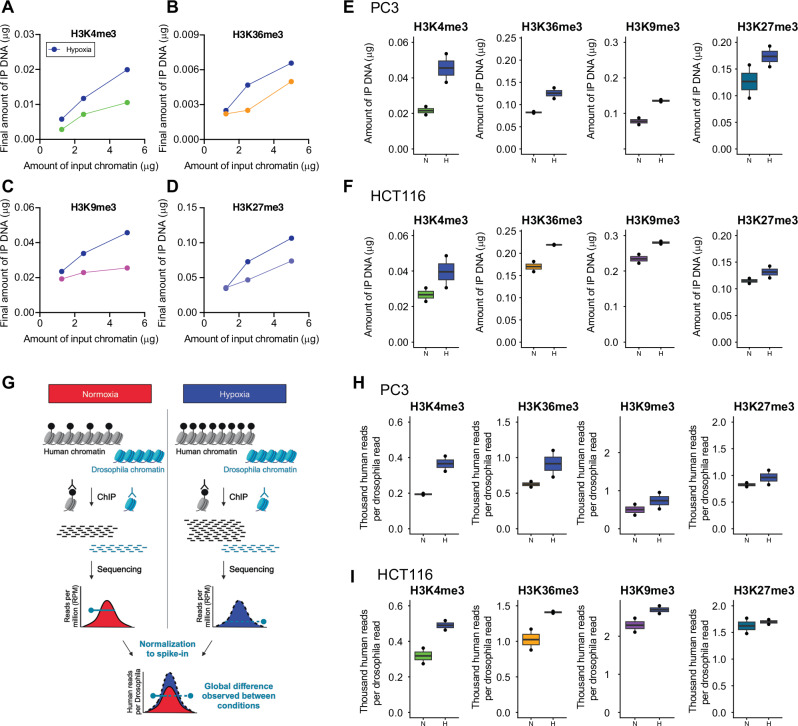
Quantitative ChIP analysis of histone methylation. Varying quantities of input chromatin (1.25, 2.5 and 5 µg), harvested from PC3 cells incubated in 21% O_2_ normoxia or 0.5% O_2_ hypoxia (blue) for 16 h were immunoprecipitated with a constant amount of antibody directed against **A** H3K4me3, **B** H3K36me3, **C** H3K9me3, or **D** H3K27me3. The amount of immunoprecipitated DNA was quantified by Qubit. Qubit quantitation of DNA immunoprecipitated (IP) from **E** PC3 and **F** HCT116 cells incubated in 21% O_2_ normoxia (N) or 0.5% O_2_ hypoxia (H, blue) for 16 h, using antibodies directed against H3K4me3, H3K36me3, H3K9me3, or H3K27me3. *n* = 2 independent ChIP experiments. Error bars represent standard error of the mean. Multivariate analysis by ANOVA indicated that the amount of IP’d DNA varied independently with hypoxia (*p* = 1 × 10^−5^), cell type (*p* = 1 × 10^−7^) and histone mark (*p* = 4 × 10^−11^) **G** ChIP-seq normalisation workflow for studying changes in histone modification using Drosophila chromatin spike-in (Created in BioRender. Fontana, T. 2024, https://BioRender.com/a231248). A fixed amount of Drosophila chromatin (pale blue) is added to both normoxic (red) and hypoxic (dark blue) human samples. Chromatin immunoprecipitation (ChIP) for the histone modification recovers more human chromatin (grey) from the hypoxic samples. However, this difference is obscured when signal is normalised to the sequencing depth for each sample. Once each sample is normalised to the internal spike-in Drosophila control, the difference in captured human chromatin between samples is restored. Total read count, normalised to Drosophila spike-in, for ChIP-seq analysis of H3K4me3, H3K36me3, H3K9me3, and H3K27me3 in **H** PC3 and **I** HCT116 cells incubated in normoxia (N) or 16 h at 0.5% O_2_ hypoxia (H, blue). Multivariate analysis by ANOVA indicated that the Total read count, normalised to Drosophila spike-in varied independently with hypoxia (*p* = 1 × 10^−3^, *F* = 16.1, df = 1), cell type (*p* = 3 × 10^−10^, *F* = 190, df=1) and histone mark (*p* = 8 × 10^−10^, *F* = 79.9, df=3). Error bars represent the full range of values. *n* = 2 independent experiments.

In order to determine locus-specific changes in histone trimethylation, the immunoprecipitated chromatin was then analysed by high-throughput sequencing. However, conventional ChIP-seq entails various normalisation steps during library preparation and bioinformatic analysis that obscure global differences in signal between two conditions. Consequently, several previous publications that have shown global induction of histone trimethylation in hypoxia by immunoblotting, were unable to recapitulate the result by ChIP-sequencing^6,20^. We therefore employed an adapted ChIP-seq workflow incorporating ChIP with reference exogenous genome (ChIP-Rx)^25–27^ using a Drosophila chromatin spike-in normalisation control that preserved these bulk changes (Fig. 2G). When normalised to Drosophila spike-in control, ChIP-seq analysis of bulk H3K4me3, H3K36me3, H3K9me3 and H3K27me3 trimethylation in PC3 and HCT116 cells again showed significant, independent hypoxic induction by ANOVA comparable to that seen by Qubit quantitation of immunoprecipitated chromatin (Fig. 2H, I). This highlights the importance of including a spike-in control for accurate detection of global epigenetic changes by ChIP-sequencing (ChIP-seq).

### Hypoxia induces histone trimethylation across the genome

ChIP-seq reads were then mapped to individual gene loci. As previously described^28^, in the basal normoxic state, H3K4me3 signal was strongest at chromatin flanking transcriptional start sites of actively transcribed genes (Supplementary Fig. 1) in both PC3 and HCT116 cells^28^. Similarly, normoxic H3K36me3 signal mapped to gene bodies of actively transcribed genes. Conversely, the signals for normoxic H3K9me3 and H3K27me3, were much more diffuse, but were enriched across the gene bodies of low- and non-expressed genes.

We then compared ChIP-seq signal for each histone trimethylation in normoxia and hypoxia (Supplementary Fig. 2A–H). ChIP-seq profiles averaged across gene bodies and flanking regions in normoxia and hypoxia show that the average signal for H3K4me3, H3K36me3, H3K9me3 and H3K36me3 increase across gene loci in hypoxia in both PC3 and HCT116 cells (Fig. 3A–H).

**Fig. 3:**
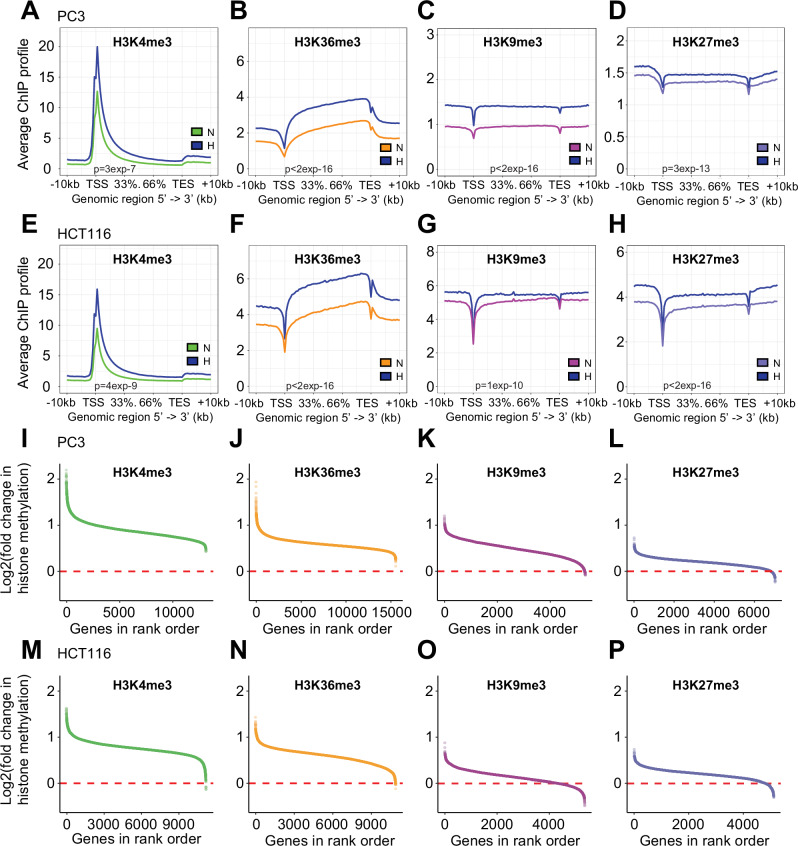
Hypoxia induces global changes in histone tri-methylation across gene bodies. Average profiles of H3K4me3 and H3K36me3, H3K9me3 and H3K27me3 ChIP-seq signal in **A–D** PC3 and **E–H** HCT116 cells incubated in 21% O_2_ normoxia or 0.5% O_2_ hypoxia (blue) for 16 h. Profiles were averaged between *n* = 2 replicates, normalised to Drosophila spike-in control, and plotted across all gene bodies ±10 kb. Multivariate analysis of variance indicated statistically significant differences between signal across gene bodies in normoxia and hypoxia. **I–P** Average (*n* = 2) log2 fold-change in H3K4me3 and H3K36me3, H3K9me3 and H3K27me3 ChIP-seq signal for each gene was calculated using the total number of ChIP-seq reads across each gene body ±2 kb normalised to Drosophila spike-in control for each condition. The log2 fold-change in the indicated mark between hypoxia (0.5% O_2_, 16 h) and normoxia (21% O_2_) for **C** PC3 and **D** HCT116 cells for each gene plotted against its ordered rank.

We then tested whether global changes in total histone H3 occupancy might underlie these changes in histone methylation. Total histone H3 ChIP-seq signal increased slightly in hypoxia, consistent with previously reported increases in overall nuclear compaction^29^ (Supplementary Fig. 3). Hypoxic increases in global H3K4me3, H3K36me3 and H3K9me3 signal were still observed, even when normalised to this increased total H3 histone signal. Conversely, global changes in H3K27me3, which have previously been associated with chromatin compaction, were unaltered by hypoxia when normalised to total histone signal.

However, average global changes across the genome do not fully represent the distribution of changes across each gene locus. Therefore, to display the range of responses at different gene loci, we plotted the fold-change in the absolute level of each histone trimethylation at each gene locus against its rank order (Fig. 3I–P). Displaying the results in this way revealed that the active histone marks, H3K4me3 and H3K36me3, were induced by hypoxia across all gene loci in PC3 cells and almost all gene loci in HCT116 cells (H3K4me3: 11195/11200; H3K36me3: 10888/10895) at which the mark was detected. Similarly, the repressive marks, H3K9me3 and H3K27me3 were also induced by hypoxia across the large majority of loci in both cell lines (PC3 H3K9me3: 5290/5319; PC3 H3K27me3: 6784/7018; HCT116 H3K9me3: 4336/5355; HCT116 H3K27me3: 4794/5103) at which the mark was detected. However, for all four histone trimethylation marks, there was a wide range in the magnitude of induction by hypoxia between different gene loci, suggesting that they may correlate with differential effects on gene expression between loci. We therefore sought to test whether this variation in histone trimethylation correlated with hypoxic changes in gene transcription.

### Hypoxia induces histone trimethylation irrespective of gene regulation

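PC3 is a cell line from a human prostate cancer and HCT116 is a cell line from a human colorectal cancer. Both were kept for 16 h in normoxia (21% O2) or hypoxia (0.5% O2), with 4 replicates per condition in PC3 and 3 per condition in HCT116. The authors deposited, for each of the 14 libraries, the number of reads that HTSeq counted on each RefSeq gene after alignment to GRCh37, without normalisation. HTSeq was set to its intersection-strict mode, in which a read is assigned to a gene only where a single gene covers every base of the read. The paper's text does not name the RefSeq release or say whether strand was used in counting. Reads of the ERCC spike-in are not part of these gene counts and are not used here.

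Total counts lay between 98021966 and 123935458 in the normoxic PC3 libraries (median 113239282) and between 71228454 and 96159803 in the hypoxic ones (median 84568058). The HCT116 libraries held 136931675 to 147934177 counts in normoxia (median 139374171) and 133067391 to 150630928 in hypoxia (median 147429292). Hypoxic PC3 libraries were thus the shallowest, and every one of them held fewer counts than every normoxic PC3 library. A gene with 3 counts, the limit that a count of 0 allows, would stand at 0.0312 to 0.0421 CPM in the hypoxic PC3 libraries and at 0.0199 to 0.0225 in the hypoxic HCT116 libraries.

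The counts were compared between hypoxia and normoxia in each line apart. Genes with too few counts were removed by edgeR's filterByExpr, which left 14309 genes in PC3 and 14120 in HCT116. Libraries were scaled by TMM, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was applied, two-sided, with an adjusted p-value under 0.05 as the threshold. TMM takes most genes as unchanged, so fold changes are relative to the bulk of the transcripts and a change in total mRNA would not show in them. Expression is given as CPM, edgeR's count scaled to the library size after TMM, as mean ± SD over replicates. Gene positions are those of GENCODE's annotation of GRCh37.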

Polyadenylated RNA-seq analysis was performed on PC3 and HCT116 cells incubated in normoxia and 0.5% hypoxia for 16 h. Similar to the ChIP-seq approach, an exogenous spike-in standard designed by the External RNA Controls Consortium (ERCC) was used to control for any bulk changes in mRNA abundance (Supplementary Fig. 2I, J). However, in contrast to histone trimethylation, no significant change in total mRNA abundance was observed between cells incubated in normoxia or 0.5% hypoxia for 16 h, with almost identical numbers of genes either up- or downregulated in hypoxia (7,507 up vs 7,025 down for PC3, and 6,793 up vs 7,218 down for HCT116 cells) (Fig. 4A–D).

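In PC3, 7206 of the 14309 genes tested had a log2 fold change above 0 in hypoxia and 7103 had one below 0. In HCT116, 7104 of 14120 were above 0 and 7016 below. Most of these differences were within the replicate error. At an adjusted p-value under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg), 863 genes were higher and 757 lower in hypoxic PC3 cells. HCT116 had 2061 higher and 1597 lower. With a change of at least 1 on the log2 scale as well, 138 genes were higher and 66 lower in PC3, against 219 and 72 in HCT116.

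The 4 PC3 replicates of each condition were taken to pair by number, since the normoxic and hypoxic libraries with the same number deviated together. Neither the labels nor the paper state a pairing. With the replicate number as a block in the model, 2125 genes were higher and 1949 lower in PC3, and these included all 1620 genes called without the block. Single libraries moved the PC3 numbers as well. Without normoxia replicate 3, 364 genes were higher and 189 lower, without normoxia replicate 2 the numbers were 372 and 202, without hypoxia replicate 2 they were 453 and 275, and without normoxia replicate 4 they were 546 and 362.

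The balance between rising and falling genes depended on how the libraries were scaled. This follows by construction, since a change of scaling moves the log2 fold changes of all genes by about the same amount. The values below therefore do not test the balance. Of the genes past the threshold, 53.3% were higher in hypoxia in PC3 and 56.3% in HCT116. With upper-quartile scaling the PC3 share was 39.4%. Scaling by total count alone gave 562 higher and 1733 lower in PC3 (24.5% higher) and 1286 higher and 3146 lower in HCT116 (29.0% higher). It moved the median log2 fold change of all PC3 genes to -0.10. DESeq2 with its own size factors gave 1383 higher and 1185 lower in PC3, and 2085 higher and 1911 lower in HCT116.

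**Figure D1:**
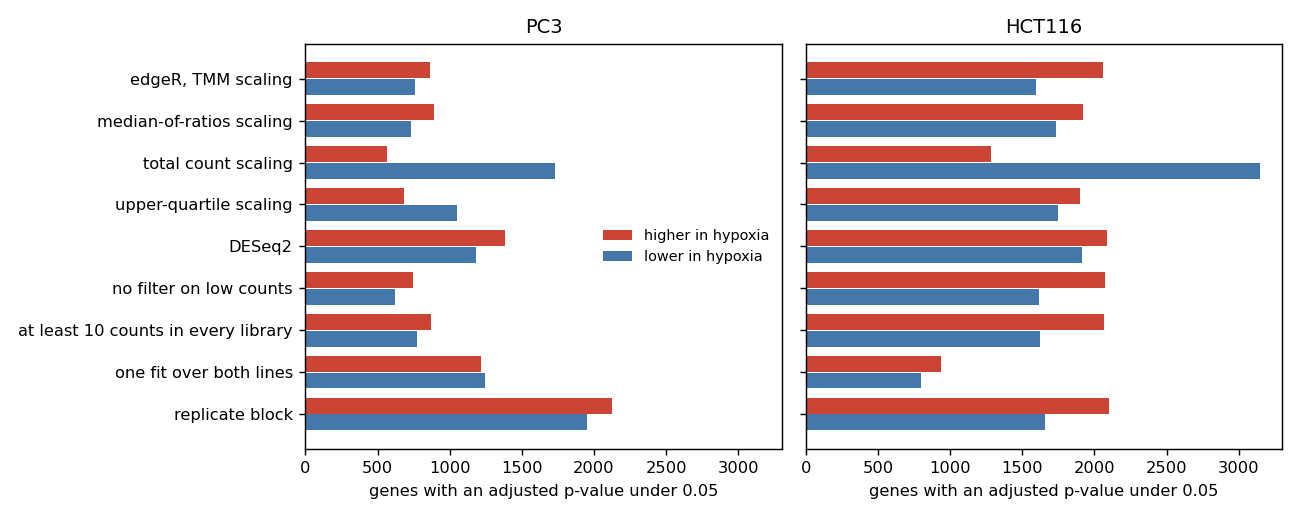
Number of genes with an adjusted p-value under 0.05 that were higher (red) or lower (blue) in hypoxia in PC3 (left) and HCT116 (right), with a pair of bars for each setting shown. Among these settings, the replicate block gives the most rising genes in PC3 (2125), and scaling by total count gives the most falling genes in HCT116 (3146).

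The paper states that total mRNA abundance did not change significantly after scaling to the ERCC spike-in, and sets the nearly equal numbers of rising and falling genes against the increase of histone trimethylation at almost every locus. The PC3 library factors recovered from the source data of Fig. 4A differed by at most 0.0345% from DESeq2's size factors, computed from gene counts alone. Such factors set the balance near even by construction. Numbers from values scaled this way do not test a change in total mRNA.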

**Fig. 4:**
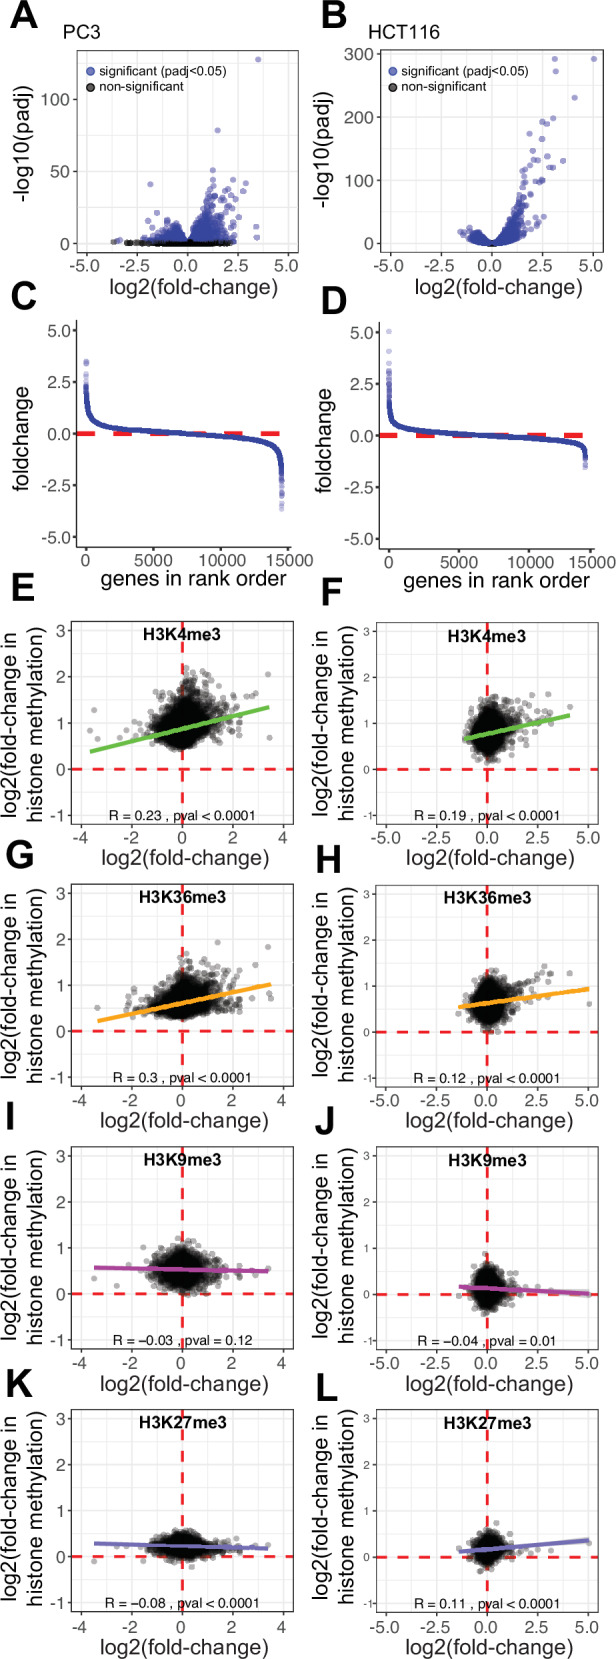
Correlation of hypoxic changes in histone tri-methylation with transcriptional regulation. Volcano plots showing log2 fold-change in transcript abundance in hypoxia versus -log10 p-value for RNA-seq analysis of **A** PC3 (*n* = 4 replicates) and **B** HCT116 cells (*n* = 3 replicates) incubated in normoxia (21% O_2_) or hypoxia (0.5% O_2_, 16 h) following normalisation of each sample to ERCC spike-in control. The log2 fold-change in the transcript abundance between hypoxia (0.5% O_2_, 16 h) and normoxia (21% O_2_) for each gene is plotted against its ordered rank for **C** PC3 and **D** HCT116 cells. **E**–**L** Scatter plots showing log2 fold-change in transcript abundance against log2 fold-change in the indicated histone trimethylation in hypoxia (0.5% O_2_, 16 h) across each gene body (±2 kb) for PC3 cells and HCT116 cells. Pearson’s correlation test was used to determine the correlation between.

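In PC3, the largest rises among genes with a mean of at least 1 CPM and no overlap between conditions were those of HMOX1, C6orf48, ANGPTL4, NDRG1 and WISP1. HMOX1, which encodes heme oxygenase 1, lies on chromosome 22 from 35776354 to 35790207. Its expression was 7.96 ± 1.25 CPM (SD, n = 4) in normoxia and 89.4 ± 13.6 in hypoxia, a log2 fold change of 3.49 (standard error 0.15, adjusted p = 1.09e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ANGPTL4, on chromosome 19 from 8428173 to 8439254, went from 8.16 ± 4.59 to 84.8 ± 21.4 CPM, a log2 fold change of 3.38 (standard error 0.35, adjusted p = 7.39e-04, same edgeR test). NDRG1, on chromosome 8 from 134249418 to 134314265, was by far the most abundant of the 5, with 352 ± 76.2 CPM in normoxia and 2584 ± 683 in hypoxia (log2 fold change 2.87, standard error 0.22, adjusted p = 1.34e-04 from edgeR). WISP1 lies 5484 bases from NDRG1, on chromosome 8 from 134203282 to 134243933, and rose from 0.397 ± 0.0834 to 2.65 ± 0.120 CPM (log2 fold change 2.74, standard error 0.19). There were 0.804 to 1.68 WISP1 counts per 1000 NDRG1 counts in the PC3 libraries.

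The rise of C6orf48 differed widely between replicates. The gene lies in the MHC region, on chromosome 6 from 31802385 to 31807543, where several genes switched between high and low counts from library to library. Its counts in hypoxia were 379, 944, 1286 and 73, against 83, 96, 52 and 112 in normoxia. The log2 fold change was 3.42 with a standard error of 0.66 (adjusted p = 0.0128, edgeR quasi-likelihood test), and without normoxia replicate 3 the adjusted p-value rose to 0.0545.

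The largest falls in PC3 were those of CYP1B1, EPGN, MIR17HG, SLC16A14 and ZNF431. CYP1B1, on chromosome 2 from 38294116 to 38337044, was at 121 ± 13.4 CPM in normoxia and 30.9 ± 12.2 in hypoxia, a log2 fold change of -1.97 (standard error 0.23, adjusted p = 0.00126, same edgeR test). EPGN, on chromosome 4 from 75174187 to 75182506, went from 115 ± 14.0 to 31.8 ± 4.42 CPM (log2 fold change -1.85, standard error 0.12). The log2 fold changes of MIR17HG, SLC16A14 and ZNF431 were -1.71, -1.53 and -1.29. Leaving out each library in turn kept all of these changes past the threshold except that of C6orf48.

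**Figure D2:**
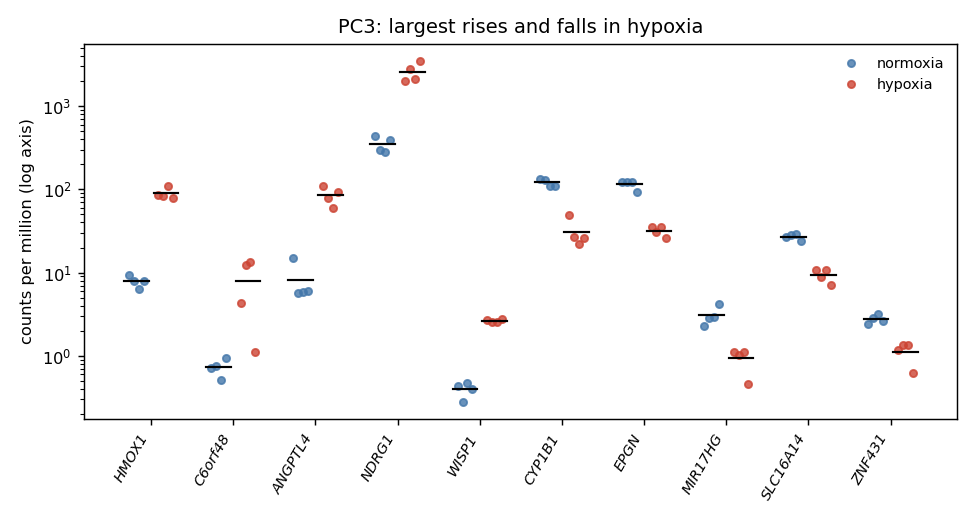
CPM (log axis) of the 5 largest rises and the 5 largest falls in PC3, with a point for each of the 4 normoxic (blue) and 4 hypoxic (red) libraries and a bar at the mean. HMOX1 rises from 7.96 to 89.4 CPM, and the hypoxic libraries of C6orf48 lie farther apart than those of the other genes.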

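In HCT116, the same selection gave CA9, ANGPTL4, MIR210HG, DDIT4 and CXCR4 as the largest rises. CA9, which encodes carbonic anhydrase 9 and lies on chromosome 9 from 35673925 to 35681156, was at 0.116 ± 0.0263 CPM (SD, n = 3) in normoxia and 7.64 ± 0.863 in hypoxia. Its log2 fold change was 6.03 (standard error 0.18, adjusted p = 3.94e-09 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ANGPTL4 went from 2.51 ± 0.179 to 62.4 ± 16.2 CPM, a log2 fold change of 4.63 with a standard error of 0.17. MIR210HG, the host transcript of a microRNA on chromosome 11 from 565657 to 568457, had a log2 fold change of 4.15 (standard error 0.18, adjusted p = 4.39e-08, same edgeR test). DDIT4, on chromosome 10 from 74033678 to 74035794, reached 519.9 ± 141 CPM in hypoxia from 30.7 ± 9.23 in normoxia (log2 fold change 4.08, standard error 0.23). CXCR4, on chromosome 2 from 136871919 to 136876747, had a log2 fold change of 3.94 with the widest standard error of the 5, 0.35.

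The falls were smaller than the rises. CD22, on chromosome 19 from 35810164 to 35838264, was at 2.36 ± 0.460 CPM in normoxia and 0.615 ± 0.140 in hypoxia, a log2 fold change of -1.94 (standard error 0.22, adjusted p = 1.10e-04, edgeR quasi-likelihood test). RNF207, PDXDC2P, ATP2A1 and PABPC1L followed with log2 fold changes of -1.32, -1.31, -1.26 and -1.20. PDXDC2P is a pseudogene whose reads can be shared with its parent gene, so its value is uncertain. With each library left out in turn, the 10 genes kept their direction and stayed past the threshold, and the log2 fold change of CA9 lay between 5.86 and 6.20.

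**Figure D3:**
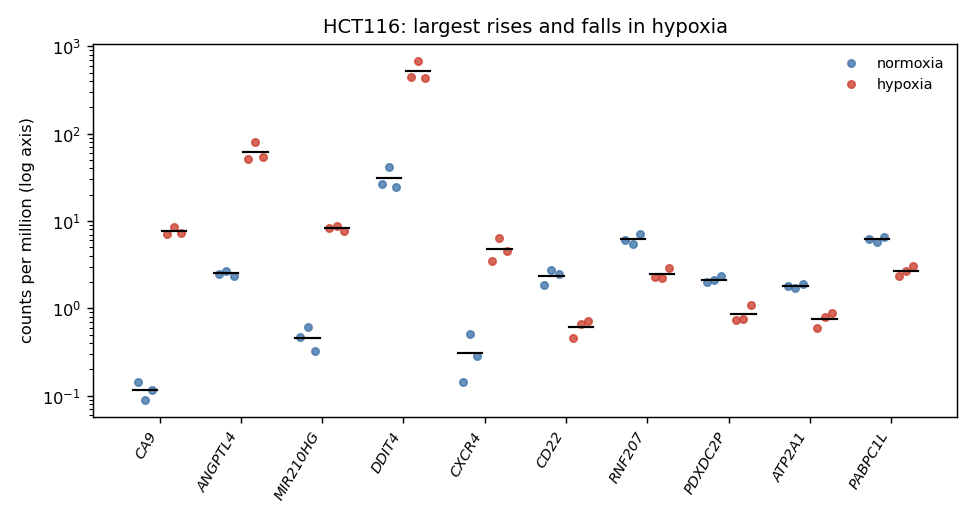
CPM (log axis) of the 5 largest rises and the 5 largest falls in HCT116, with a point for each of the 3 normoxic (blue) and 3 hypoxic (red) libraries and a bar at the mean. CA9 rises from 0.116 to 7.64 CPM, while the falling genes change by less.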

Hypoxia-induced changes in each histone trimethylation were then plotted against changes in gene expression in PC3 cells (Fig. 4E, G, I, K) and HCT116 cells (Fig. 4F, H, J, L). Notably, both upregulated and downregulated genes showed increases in all four histone trimethylations in both cell lines, as evidenced by log2FC in histone methylation being greater than 0 for both up and downregulated genes (Fig. 4E–L, Supplementary Fig. 4 for average methylation traces at up/downregulated genes and Supplementary Fig. 5 for representative genes). Thus, while basal levels of histone trimethylation correlate well with basal transcript levels, hypoxic changes in histone trimethylation correlate less well with hypoxic changes in histone trimethylation showing similar directional changes irrespective of the change in transcript level.

Nevertheless, weak correlations were observed between hypoxic gene regulation and changes in histone trimethylation. Specifically, increases in H3K4me3 and H3K36me3 positively correlated with hypoxic gene induction in both PC3 and HCT116 cells (Fig. 4E–H). Conversely, H3K9 showed minimal or no correlation with gene expression, whilst H3K27me3 correlated minimally but inconsistently in the two cell lines (Fig. 4I–L).

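The source data of the 2 cell lines list the genes by the change of each mark, and the first 1992 of 15540 rows for PC3 and 1995 of 11197 rows for HCT116 were read. As these are only the top of sorted lists, no correlation was computed from them. RNA changes are given for the first 5 genes of the H3K4me3 and the H3K36me3 columns.

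In PC3, the H3K4me3 column opens with S100A2, for which the paper's log2 fold change of the mark is 2.83. Its RNA had a log2 fold change of 0.93 (standard error 0.17, adjusted p = 0.0103 by edgeR's quasi-likelihood test, n = 4). ZMYND8, at the paper's 2.12 for the mark, had an RNA change of 0.78 (standard error 0.11, adjusted p = 0.00365, same edgeR test). The RNA of RGS3 (0.14, standard error 0.09), SRMS (0.40, standard error 0.26) and C14orf182 (0.15, standard error 0.22) did not change beyond the replicate error. The paper's values for the mark at these genes are 2.19, 2.09 and 2.06.

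For H3K36me3 in PC3, the paper's log2 fold changes of the mark are 1.93 at ADM, 1.83 at ANGPTL4, 1.69 at HSPA1B, 1.59 at CYHR1 and 1.56 at ID1. The RNA of ADM rose by 1.39 on the log2 scale (standard error 0.27, adjusted p = 0.0136 from edgeR), and that of ID1 by 0.86 (standard error 0.15, adjusted p = 0.00822). Without normoxia replicate 2 or normoxia replicate 3, ADM was no longer past the threshold, with adjusted p-values up to 0.0557 by the same test. HSPA1B (0.16, standard error 0.12) and CYHR1 (-0.10, standard error 0.07) showed no change beyond the replicate error. HSPA1B has a near-identical neighbour, HSPA1A, with which it can share reads, so its value is uncertain.

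In HCT116, the H3K4me3 column opens with ANKRD37, DDIT4, CST6, TCTEX1D4 and HIST1H2BM, at the paper's 1.63, 1.61, 1.59, 1.57 and 1.56. The RNA of ANKRD37 had a log2 fold change of 3.44 (standard error 0.16, adjusted p = 8.82e-08 by edgeR's quasi-likelihood test, n = 3), and that of CST6 0.41 (standard error 0.07, adjusted p = 0.00235). TCTEX1D4 and HIST1H2BM were near the floor of detection, with 0.125 and 0.119 CPM in hypoxia, and no difference was detectable at this depth. Histone genes such as HIST1H2BM have near-identical copies and their mRNA mostly lacks a poly(A) tail. The H3K36me3 column opens with BHLHE40, IER2, HEXIM1, PDK1 and ANGPTL4, at the paper's 1.43, 1.34, 1.33, 1.29 and 1.28. Their RNA rose by 3.19 (standard error 0.15) at BHLHE40, by 2.99 (standard error 0.12) at PDK1 and by 0.47 (standard error 0.06) at HEXIM1. The rise of IER2 was 0.24 with an adjusted p-value of 0.0537 in edgeR, just short of the threshold.

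**Figure D4:**
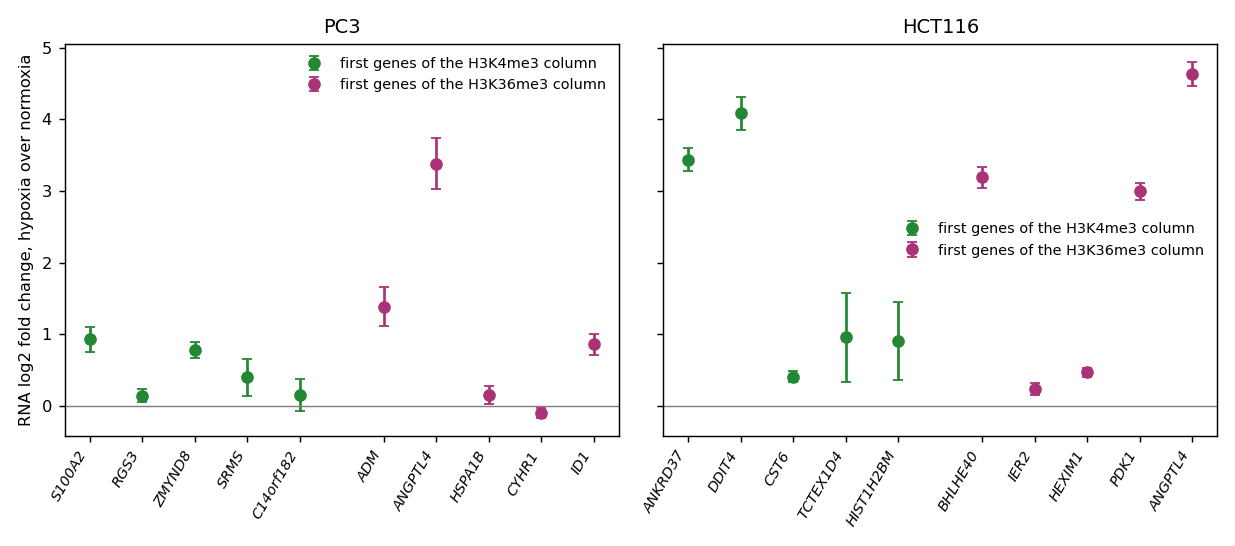
RNA log2 fold change of hypoxia over normoxia, with its standard error, for the first 5 genes of the H3K4me3 (green) and H3K36me3 (purple) columns of the source data in PC3 (left, n = 4) and HCT116 (right, n = 3). Points near the grey line at 0, such as RGS3 (0.14) and CYHR1 (-0.10), had no detectable RNA change.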

### HIF target genes are associated with exaggerated hypoxic induction of histone H3K4me3 and H3K36me3 trimethylation

To explore this further in PC3 and HCT116 cells, we made use of previously published ChIP-seq analysis of HIF-1α, HIF-2α and HIF-1β binding in these cells^30,31^. HIF is the primary transcription factor, operating as a transcriptional activator to regulate the hypoxic response. It comprises a heterodimer of an alpha- (HIF-1α or HIF-2α) and a beta-subunit (HIF-1β). HIF target genes were defined as hypoxia-inducible genes adjacent to a canonical HIF-binding site (i.e. both HIF-1α and HIF-1β or HIF-2α and HIF-1β). The criteria used to define HIF target genes were relatively strict. While this should result in a low rate of false positivity, it is likely that a number of HIF target genes will be falsely assigned as non-HIF target genes. HIF target genes exhibited both greater hypoxic induction in H3K4me3 and H3K36me3 levels and a stronger correlation with hypoxic changes in gene expression than non-HIF target genes (Fig. 5 and Supplementary Fig. 6 for signal representative gene loci). Both HIF and activated RNA polymerase 2 (RNApol2) are known to recruit histone methyltransferases to gene loci and HIF may therefore either directly or indirectly increase histone methylation in cis at HIF-target gene loci. We therefore performed ChIP-seq for total RNApol2 (NTD- N-terminal domain), phosphor-Ser5 RNApol2 and phosphor-Ser2 RNApol2 on PC3 and HCT116 cells incubated in normoxia and 0.5% hypoxia for 16 h (Fig. 6). Enhanced, hypoxic induction of total RNApol2, phospho-Ser5 RNApol2 and particularly phospho-Ser2 RNApol2 was observed at HIF target genes compared to non-HIF target genes. This correlates with enhanced H3K4me3 and H3K36me3 signals seen at these loci in hypoxia and is consistent with the hypothesis that both HIF and HIF-dependent activation of RNApol2 may lead to in cis changes in histone H3K4me3 and H3K36me3 superimposed upon global upregulation of these modifications in hypoxia. To determine causality and the dependence of these changes at HIF target gene loci on HIF, we examined the effect of hypoxia on histone H3K4me3 and H3K36me3 trimethylation in PC3 cells in which the HIF transcriptional response had been blocked by CRISPR-Cas9 targeted deletion of the common HIF-1β subunit.

**Fig. 5:**
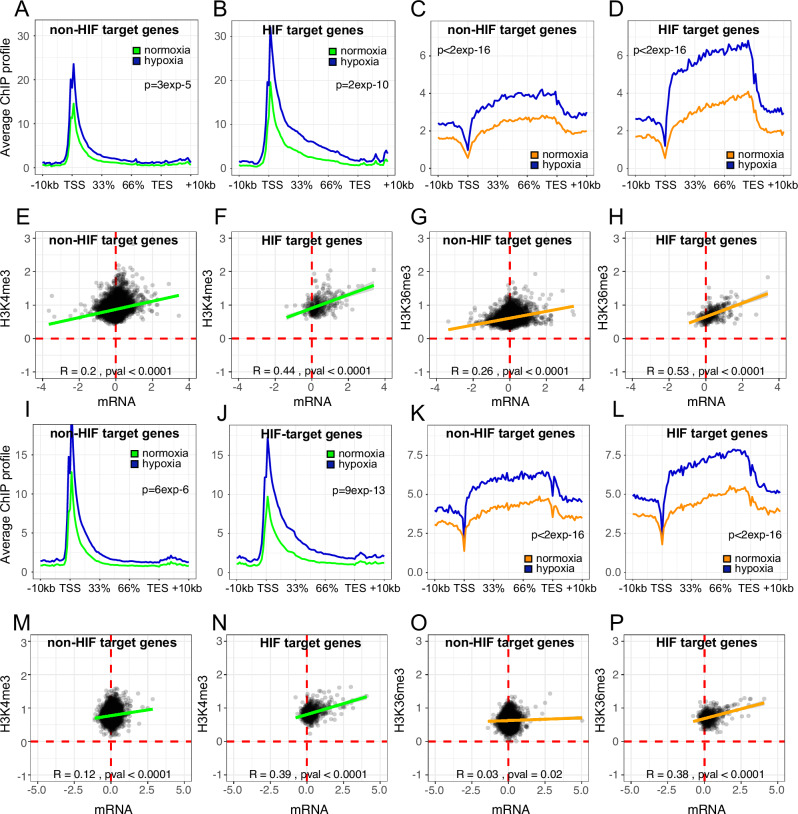
Exaggerated hypoxic induction of H3K4me3 and H3K36me3 trimethylation at HIF target genes. Average ChIP-seq signal for H3K4me3, normalised to Drosophila spike-in control, in PC3 cells (*n* = 2) incubated in 21% O_2_ normoxia (green) or 16 h of 0.5% O_2_ hypoxia (blue) across **A** a random set of non-HIF target genes or **B** HIF target genes. HIF-target genes were defined as the nearest TSS to a HIF binding site). Non-HIF targets more than 0.5 Mb away from an HIF binding site were randomly sampled and matched to the HIF target genes for both number (*n* = 167) and expression level. **C**, **D** The same plots showing H3K36me3 signal in 21% O_2_ normoxia (orange) or 16 h of 0.5% O_2_ hypoxia (blue). Scatter plots showing log2 fold-change in transcript abundance against log2 fold-change in H3K4me3 signal in hypoxia (0.5% O_2_, 16 h) across the gene body (±2 kb) for **E** each non-HIF target gene and for **F** each HIF target gene in PC3 cells. **G**, **H** The same plots for H3K36me3 signal. **I–P** The same analyses in HCT116 cells. Pearson’s correlation test was used to determine the correlation between hypoxic changes in histone methylation at each locus and changes in gene expression.

**Fig. 6:**
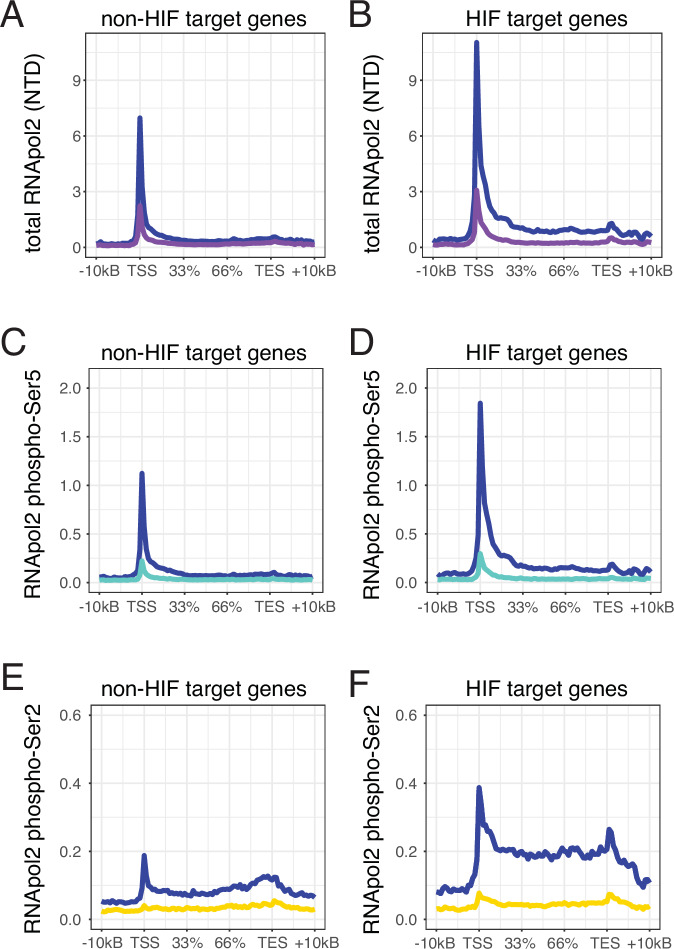
Hypoxic activation of RNApol2 at HIF target genes in hypoxia. Average ChIP-seq signal for total RNApol2 (NTD), normalised to Drosophila spike-in control, in PC3 cells (*n* = 2) incubated in 21% O_2_ normoxia (purple) or 16 h of 0.5% O_2_ hypoxia (blue) across **A** a random set of non-HIF target genes or **B** HIF target genes as defined in Fig. 5. **C**, **D** The same plots showing phosphor-Ser5 RNApol2 signal in in 21% O_2_ normoxia (green) or 16 h of 0.5% O_2_ hypoxia (blue) and (**E**, **F**) phosphor-Ser2 RNApol2 signal in in 21% O_2_ normoxia (yellow) or 16 h of 0.5% O_2_ hypoxia (blue).

### HIF-1β knockout abrogates the exaggerated hypoxic induction of histone H3K4me3 and H3K36me3 trimethylation at HIF target genes, whilst preserving their global induction

Two independent PC3 HIF-1β knockout clones were generated using different guide RNAs directed against exon 6 of the gene. Effective *HIF-1β* gene knockout was demonstrated by immunoblot for HIF-1β and for the HIF target genes n-myc downregulated gene 1 (NDRG1) and 6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 4 (PFKFB4) (Fig. 7A). ChIP-qPCR analysis of HIF-1β and HIF-1α binding and qPCR analysis of additional HIF target genes further confirmed effective ablation of the HIF response (Supplementary Fig. 7). RNA-seq analysis of these cells also revealed widespread depletion of the transcriptional response to hypoxia, although significant regulation of a small number of genes was still observed (Fig. 7B, C).

**Fig. 7:**
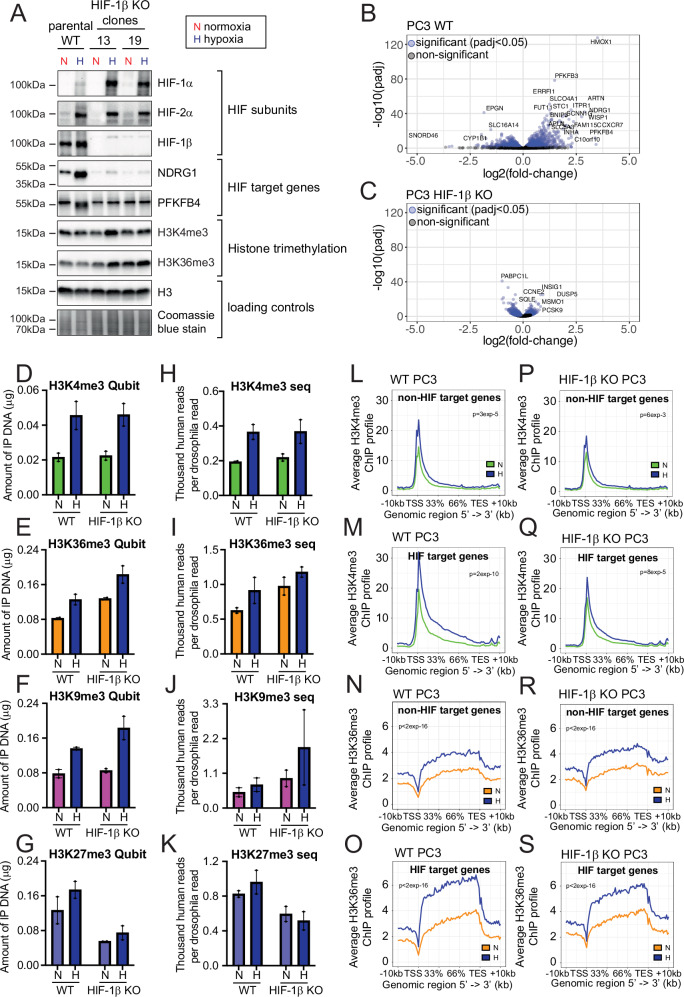
HIF-1β KO specifically abrogates hypoxic H3K4me3 and H3K36me3 induction at HIF-target genes but not global increases in histone trimethylation. **A** Representative immunoblots showing the indicated protein levels in extracts from parental wild-type (WT) PC3 cells, and two independent clones targeted for CRISPR Cas9 HIF-1β deletion (clones #13 and #19), incubated in 21% O_2_ normoxia (N, red) or 16 h of 0.5% O_2_ hypoxia (H, blue). Volcano plots showing -log10(adjusted *p*-value) against log2(fold-change) for RNA-seq analysis of **B** PC3 and **C** PC3 HIF-1β knock-out (KO) cells (clone #13 and #19) incubated in normoxia (21% O_2_) or hypoxia (0.5% O_2_, 16 h). Each sample was normalised to ERCC spike-in control (*n* = 4 replicates). Qubit quantification of DNA immunoprecipitated from parental wild-type (WT) and HIF-1β knock-out (KO) PC3 cells incubated in 21% O_2_ normoxia (N) or 16 h of 0.5% O_2_ hypoxia (H, blue) using antibodies directed against **D** H3K4me3, **E** H3K36me3, **F** H3K9me3, or **G** H3K27me3 (*n* = 2 independent ChIP experiments). Error bars represent standard deviation with individual data points superimposed. Total read count, normalised to Drosophila spike-in, for ChIP-seq analysis of **H** H3K4me3, **I** H3K36me3, **J** H3K9me3, and **K** H3K27me3 in parental wild-type (WT) PC3 and HIF-1β knock-out (KO) cells incubated in normoxia (N) or 16 h at 0.5% O_2_ hypoxia (H, blue). *n* = 2 independent experiments. Error bars represent standard deviation. Average ChIP-seq signal for H3K4me3, normalised to Drosophila spike-in control, across a random set of **L** non-HIF target genes or **M** HIF target genes, in Parental wild-type (WT) PC3 (*n* = 2) incubated in 21% O_2_ normoxia (green) or 16 h of 0.5% O_2_ hypoxia (blue). **N**, **O** The same plots for H3K36me3T. **P**–**S** The same analyses in HIF-1β CRISPR-Cas9 KO PC3 cells (*n *= 2).

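In the parental PC3 libraries, 21 of the genes labelled in Fig. 7B could be tested. All 21 were past the threshold (the highest adjusted p-value was 0.00126 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 18 of them higher in hypoxia and 3 lower. Fig. 7B plots the same comparison of PC3 cells, so the calls of genes picked from it are not independent evidence. The smallest rise was that of ERRFI1, a log2 fold change of 1.24 (standard error 0.08, adjusted p = 1.01e-04 from edgeR). PFKFB3 rose by 1.48 (standard error 0.07), PFKFB4 by 2.02 (standard error 0.18), ITPR1 by 2.24 (standard error 0.14) and C10orf10 by 2.52 (standard error 0.28). BNIP3 (1.71), STC1 (1.84), ARTN (1.99), SCNN1G (2.14), INHA (2.20), CXCR7 (2.35), APLN (1.63), FAM115C (1.79), FUT11 (1.25) and SLCO4A1 (1.28) lay between. PFKFB4 lies on chromosome 3 from 48555117 to 48599448 and STC1 on chromosome 8 from 23699442 to 23712319. FAM115C belongs to a family of similar genes whose reads the counting could split.

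The label SNORD46 names a small nucleolar RNA gene on chromosome 1 from 45242162 to 45242265. It had 3, 1, 1 and 3 counts in the normoxic libraries and 0 in each hypoxic library, all at or under the limit that a count of 0 allows, and it was not tested. The libraries of the HIF-1β knock-out clones are not analysed here.

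**Figure D5:**
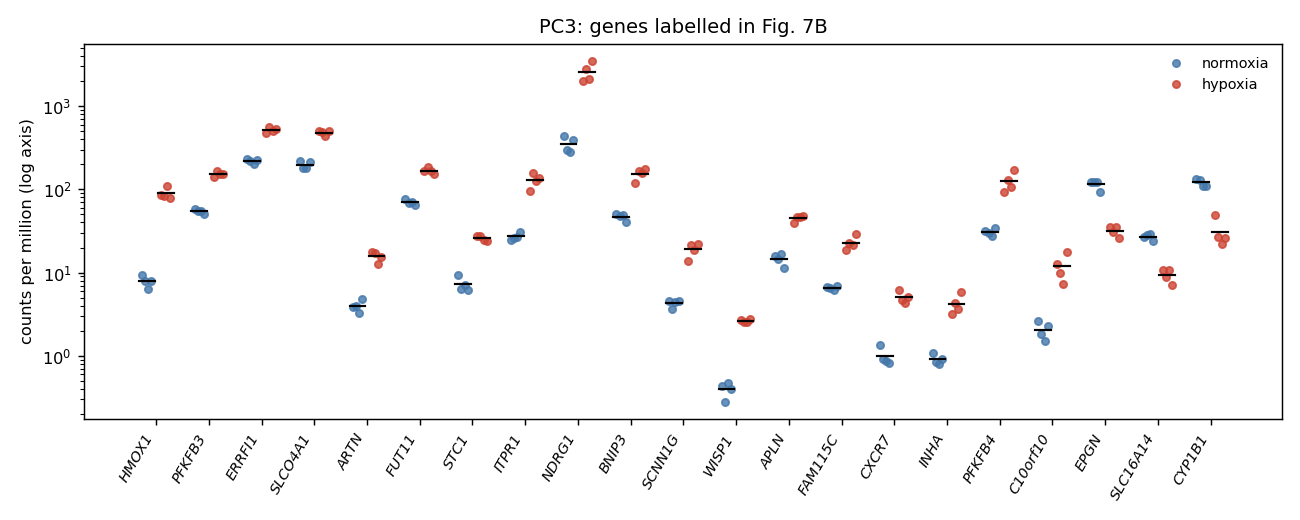
CPM (log axis) of the 21 tested genes labelled in Fig. 7B, with a point for each of the 4 normoxic (blue) and 4 hypoxic (red) PC3 libraries and a bar at the mean. The conditions are apart in every gene, with EPGN, SLC16A14 and CYP1B1 lower in hypoxia and the other 18 higher.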

Bulk changes in histone trimethylation were then determined by ChIP-Qubit analysis (Fig. 7D–G). Hypoxic induction of all four histone trimethylation marks was comparable in HIF-1β KO cells and HIF-1β WT cells. Drosophila-normalised ChIP-seq analysis showed similar results, reinforcing these findings (Fig. 7H–K). Taken together, this indicates that the HIF transcriptional response does not greatly alter the global induction in histone trimethylation seen in hypoxia.

We then examined the effect of HIF-1β KO on the exaggerated induction of histone H3K4me3 and H3K36me3 trimethylation observed in hypoxia at HIF target genes. While no effect was observed on the induction of either mark at non-HIF target genes, loss of HIF-1β abrogated the exaggerated hypoxic response in H3K4me3 and H3K36me3 observed at HIF target genes (Fig. 7L–S). Similar results were also observed when individual HIF-target gene loci were examined (Supplementary Fig. 8). Taken together, these results indicate a generalised induction of H3K4me3, H3K36me3, H3K9me3 and H3K27me3 trimethylation across the genome that is independent of the direction of hypoxic gene regulation together with a superadded HIF-dependent induction in H3K4me3 and H3K36me3 at HIF target genes. While the former is independent of HIF and transcriptional activation, the latter is dependent on both, indicating that it may arise either as a result of HIF itself or through HIF-mediated transcriptional activation.

## Discussion

Consistent with previous reports, we show that hypoxia leads to changes in total cellular histone trimethylation that can be detected in bulk analyses. Therefore, it is not surprising that we also observe that these changes are widespread across the genome in pangenomic analyses. Indeed, all 4 trimethylation marks studied increase in hypoxia across the overwhelming majority of gene loci (Fig. 3I–P). Furthermore, the widespread extent of these changes had been underappreciated by previous pangenomic studies in which normalisation methods had not accounted for global changes in histone trimethylation. This emphasises the importance of our methodological advance using spike-in normalisation methods when performing pangenomic analyses of widespread modifications whose total abundance is altered between conditions.

Furthermore, these widespread increases in histone methylation occur in the absence of changes in total transcript abundance at this time point. This is similar to the findings of Perez et al.^32^ who showed that high expression of PEMT (Phosphatidylethanolamine N-Methyltransferase), which can act as a S-adenosyl methionine (SAM) sink, a co-factor for histone methylation, was associated with globally low levels of H3K4me3 and H3K9me3, but that this did not correlate with gene expression. Similarly, Clouaire et al. showed that depletion of Cfp1 (CXXC finger protein 1), a key component of the SET1A/B complex responsible for the bulk of H3K4me3 in mouse embryonic stem cells, resulted in a drastic loss of H3K4me3 again with minimal consequences for transcription^33^. In addition, we observe hypoxic increases in all four trimethylation marks at both upregulated and downregulated genes. This might indicate a degree of dissociation between changes in histone methylation and gene transcription induced by hypoxia such that the direction of changes in histone methylation do not predict the direction of changes in gene transcription. This may be because hypoxia increases histone modifications that are associated both with gene activation and gene silencing, the effects of which may be balancing each other out. However, one caveat to this work is that it has only examined a single timepoint that has been optimised to study the HIF response, and another possibility is that changes in histone methylation may take longer to generate transcriptional changes than those induced by binding of HIF. Furthermore, there may be threshold effects, whereby small changes in histone methylation are insufficient to cross a functional threshold necessary to alter recruitment of chromatin readers and to impact on biological processes. Similarly, if the availability of histone readers were limited, global changes in histone modification may not cause a re-distribution between loci. Alternately, many histone readers recognise specific combinations of histone modification, and it is combinatorial changes rather than individual marks that are important in modulating gene expression^34,35^. Under this model, global changes in histone trimethylation may only result in changes in gene expression at a subset of gene loci where additional, specific, permissive modifications already exist.

Our findings also raise questions as to whether these global increases in histone trimethylation may have roles beyond transcriptional regulation. Of note, Batie et al.^6^ showed both rapid induction of histone trimethylation in hypoxia and rapid loss upon re-oxygenation. This indicates both rapid writing and erasing of these marks and therefore, in the steady state a high rate of turnover would exist. Given their abundance, this methylation of histones, consumes large quantities of SAM, the major methyl donor in the cell^36^ and is, in turn, energetically demanding. Therefore, mechanisms that reduce this turnover (by reducing demethylation) may be advantageous to cells in hypoxia. Other established roles for histone methylation that may be altered by hypoxia include regulation of alternate RNA spicing, X-chromosome inactivation, cell differentiation, euchromatin formation and DNA repair^37–39^. Global changes in histone modification, specifically H3K4me3 and H3K36me3 play a role in regulating alternate RNA-splicing^37^. Notably, hypoxia also leads to altered RNA splicing, although the role of histone methylation in this process has not been studied^40^. Similarly, hypoxia can induce reversible changes in global chromatin compaction detectable by electron microscopy and resistance to digestion by DNAseI^29^. Several histone methylation marks, including H3K4me3, H3K9me3 and H3K36me3 have also been implicated in the DNA-damage response^38^. While the effects of hypoxia on DNA damage are unclear, it has been suggested that re-oxygenation following hypoxia produces reactive oxygen species that damage DNA^41^. Therefore, hypoxic increases in histone methylation may prime cells to cope with the stress of re-oxygenation, although given the rapid disappearance of these marks any effect would likely only be transient.

Notwithstanding the above, we observe a degree of variation in the hypoxia-induced changes in histone trimethylation between gene loci, which correlates weakly with gene expression. Furthermore, hypoxic changes in H3K4me3 and H3K36me3 (both markers of gene activation) are particularly marked at gene loci bound and transcriptionally activated by the HIF transcription factor. While hypoxia-induced changes in DNA accessibility^21,42–45^ may facilitate access to these loci to enable greater deposition of H3K4/36me3, this association is largely abrogated by genetic inactivation of HIF, suggesting that it is either a direct or indirect consequence of HIF-mediated transcriptional activation. Indeed, Ortmann et al.^46^ have shown that HIF directly recruits the SET1b histone methyltransferase to gene loci leading to increased H3K4me3. In this respect, H3K4me3 helps recruit the NuRF chromatin re-modelling complex to increase chromatin accessibility^47^ and Batie et al. have shown that changes in chromatin accessibility in hypoxia, which correlated with H3K4me3 levels, were dependent upon HIF^45^. Therefore, it seems likely that changes in H3K4me3 are driving changes in accessibility rather than vice versa. In addition, activated RNApol2 can recruit the SETD2 histone methyltransferase leading to increased H3K36me3^48^. Therefore, it is likely that other transcription factors induced in hypoxia (either directly or through their transcriptional regulation by HIF) may also contribute to changes in histone methylation in hypoxia. Consistent with these hypotheses, using time-resolved analyses, Le Martelot et al. have shown that in response to clock (a member of the same family of bHLH-PAS transcription factors as HIF) changes in histone H3K4me3 and H3K36me3 lagged behind changes in transcription suggesting that they can be consequent upon rather than driving transcriptional regulation^49^. However, while these hypoxic changes at HIF-target gene loci may be driven by HIF, they may also be a necessary part of HIF-mediated transcriptional activation and may serve to amplify the transcriptional response at these loci through heightened recruitment of reader proteins. It would therefore be interesting to determine whether these increases in H3K4me3 and H3K36me3 correlated with increased binding of these readers.

In summary, our data suggest two mechanisms driving hypoxia-inducible changes in histone trimethylation. The first is a global increase, which might be independent of the direction of change in gene transcription. The second occurs at HIF target genes in response to HIF, likely through the previously described recruitment of histone methyltransferase activity by HIF and/or by activated RNApol2.

## Methods

### Cell culture

A549, HCT116 and T47D cells were purchased from ECACC; HepG2 cells were purchased from ATCC; and PC3 cells were validated by STR genotyping. RCC4 cells were a gift from C.H. Buys. A549 cells were grown in Ham’s F12K medium; HCT116 cells were grown in McCoy’s 5a medium; HepG2, RCC4, RCC4-VHL and T47D cells were grown in DMEM; and PC3 cells were grown in DMEM/Hams F12 medium. All cell lines were grown at 37 *°*C in a humidified incubator with 5% CO_2_ with 100 U/mL penicillin, 100 mg/mL streptomycin, 2 mM L-glutamine and 10% foetal bovine serum (Sigma-Aldrich) and regularly tested for mycoplasma infection. Hypoxia incubations were performed at 0.5% O_2_ for 16 h in a hypoxia chamber (In Vivo2 400 Hypoxia Work Station, Ruskinn Technology).

### Generation of CRISPR Cas9 HIF-1β knock-out (KO) cells

CRISPR (clustered regularly interspaced short palindromic repeats) Cas9-mediated knock-out of HIF-1β in PC3 cells was performed by the University of Oxford Genome Engineering Oxford (GEO) Facility (https://www.path.ox.ac.uk/research-group/genome-engineering-oxford-geo-facility/). Briefly, synthetic crRNAs (CRISPR RNAs) (Sigma) were annealed to tracrRNA (trans-activating CRISPR RNA) (Sigma) to make full-length gRNA (guide RNA). Two pairs of crRNA sequences were used to target exon 6 of *HIF-1β* employing a common forward guide (5′-TCCATCTTCTATAACCCTAA-3′) and one of two reverse guides (5′-GTGAAATTGAACGGCGGCGA-3′ or 5′-TCTCACATGAAGTCCTTGCG-3′). 1 μg gRNA was combined with 2.5 μg Cas9 protein (IDT) and nucleofections (200,000 PC3 cells) performed using an Invitrogen Neon Nucleofector with the following programme: 1350 V, 10 ms pulse width, three pulses. Targeted cells were then cloned under antibiotic selection and independent clones from each gRNA pairing used for subsequent experiments.

### Western blotting

Urea-SDS cell lysates were prepared in lysis buffer (6.7 M Urea, 10% glycerol, 1%SDS, 10 mM Tris/HCl pH 6.8) supplemented with cOmplete protease inhibitor cocktail (Roche), and 1 mM DTT. Lysates were sonicated using a Vibra-cell ultrasonic processor (Sigma, Z412619) set to 30% amplitude for 5 cycles of 10 s ON/10 s OFF. Fixed-chromatin cell lysates were prepared as for chromatin immunoprecipitation. Protein concentrations were determined by BCA assay (Pierce) and normalized. Samples were prepared for SDS-PAGE by adding Laemmli buffer and 0.1 M DTT and heated to 95 °C for 3 min. Proteins were separated using AnyKD Mini-PROTEAN TGX precast gels (Bio-Rad) and mini-PROTEAN tetra cells (Bio-Rad) and transferred to Immobilon-P polyvinylidene fluoride membranes using mini-trans-blot cells (Bio-Rad). All Western blotting solutions were prepared in PBST (PBS containing 0.1% tween). Membranes were blocked in either 5% BSA fraction V or 5% milk for 1 h, before being incubated in primary antibodies for 2 h at room temperature. Primary antibodies used were anti-HIF-1α (BD cat no. 610959, 1:1000), anti-HIF-2α (Cell Signaling cat no. 7096S, 1:200), anti-HIF-1β (Cell Signaling cat. no. 5537S, 1:1000), anti-NDRG1 (Cell Signaling cat no. 5196S, 1:1000), anti-CA9 (Abcam cat no. ab15086, 1:500), anti-PFKFB4 (Novus Biological cat no, NBP2-97694, 1:1000), anti-H3K4me3 (Cell Signaling, cat no. 9751S, 1:3000), anti-H3K9me3 (Cell Signaling, cat no. 13969S, 1:3000), anti-H3K27me3 (Cell Signaling, cat no. 9733S, 1:3000), anti-H3K36me3 (Cell Signaling, cat no. 4909S, 1:3000), anti-H3 (Abcam cat no. ab1791, 1:20,000), and anti-b-actin (Abcam cat no. ab49900, 1:25,000). HRP-conjugated secondary antibodies (Dako) were incubated for an hour. Membranes were developed using SuperSignal West Dura Extended Duration Substrate (Thermo Scientific) and imaged using a Chemidoc XRS+ imager (Bio-Rad).

### Chromatin immunoprecipitation

Cells were grown on 15 cm dishes to 80–90% at harvest. Protein-DNA complexes were crosslinked by adding formaldehyde to a concentration of 1% (w/v) and gently rocking on ice for 10 min. The reaction was quenched by addition of glycine to a concentration of 125 mM, followed by 10 min of gentle rocking at room temperature. Cells were washed twice with PBS and scraped into 5 ml PBS. Cells were centrifuged for 10 min at 4 °C, 800 rpm and resuspended in 500 µl of ChIP SDS lysis buffer (50 mM Tris pH 8.1, 10 mM EDTA, 1% SDS). After 10 min, samples were diluted 1:1 with ChIP dilution buffer (16.7 mM Tris pH 8.1, 167 mM NaCl, 1.2 mM EDTA, 0.01% SDS, 1.1% Triton X-100). Samples were sonicated in 15 mL Bioruptor Plus TPX sonication tubes using a Diagenode Bioruptor Plus water bath sonicator with sonication cycles of 15 s on/15 s off for 30 min at high intensity. Samples were centrifuged for 10 min at 4 °C, 13,000 rpm and the supernatant was collected.

Aliquots of each sample were then quantified. Briefly, cross-linking was reversed overnight at 65 °C, with shaking at 1400 rpm using an Eppendorf ThermoMixer F1.5 (USA Scientific, 4053-8420). Proteins were then digested with 2 µl of Proteinase K (~20 mg/ml, Thermo Fisher, FEREO0491) at 45 °C, with shaking at 1400 rpm for 4 h followed by RNA degradation, 1 µl of RNaseA (10 mg/ml, Thermo Fisher, FEREN0531) at 37 °C, 1400 rpm for a further 30 min. Samples were then mixed with 1 ml PB binding buffer (Qiagen, 19066) and 10 µl 3 M sodium acetate pH 5.2, and DNA was purified with MinElute PCR Purification columns (Qiagen, 28006) and eluted into 20 µl of nuclease-free water (Thermo Fisher, AM9937. Chromatin fragmentation was then assessed using Agilent 2200 TapeStation System Automated Electrophoresis and D1000 DNA ScreenTape analysis (Agilent 5067-5586, 5067-5583, 5067-5602), with optimum sizes ~200 bp. The concentration of purified DNA was quantified by Qubit 2.0 fluorometer (Invitrogen) and dsDNA Broad Range Assay kit (Thermo Fisher, Q32850).

5 µg of chromatin from each sample was diluted with ChIP SDS lysis buffer to a final volume of 1 ml in 2.0 ml Eppendorf DNA LoBind safe-lock microcentrifuge tubes (Thermo Fisher, 13-698-792) and 15 µl immunoprecipitating antibodies were added. Antibodies used were anti-H3K4me3 (Cell Signaling, 9751S), anti-H3K9me3 (Cell Signaling, 13969S), anti-H3K27me3 (Cell Signaling, 9733S), anti-H3K36me3 (Cell Signaling, 4909S), anti-H3 (Abcam, ab1791), anti-HIF-1α (PM14), 15ul of anti-HIF-2α (PM9), 10ul of anti-HIF-1β (Novus Biologicals NB100-110), anti-Rbp1 NTD (Cell Signaling, 14958), anti-Phospho-Rbp1 CTD Ser2 (Cell Signaling, 13499), or anti-Phospho-Rbp1 CTD Ser5 (Cell Signaling, 13523). In addition, 10 ng of Drosophila melanogaster chromatin (Active Motif, 53083) and 1 µg of Drosophila-specific histone variant H2Av antibody (Active Motif, 61686) were added to each reaction as a spike-in control for downstream normalisation. Chromatin/antibody reactions were incubated overnight at 4 °C on a Cole-Parmer Stuart Tube Rotator (Thermo Fisher, 50-196-0426). Antibody-bound DNA was recovered using magnetic Protein G Dynabeads (Thermo Fisher, 10004D). 50 µl of beads were added to each sample along with 500 µl ChIP dilution buffer and incubated on an end-over-end rotator for 2 h at 4 °C. Supernatant was removed using a magnetic rack and the beads were washed once in low salt wash buffer (20 mM Tris pH 8.1, 150 mM NaCl, 2 mM EDTA, 0.1% SDS, 1% Triton X-100), once in high salt wash buffer (20 mM Tris pH 8.1, 500 mM NaCl, 2 mM EDTA, 0.1% SDS, 1% Triton X-100), once in LiCl wash buffer (10 mM Tris pH 8.1, 250 mM LiCl, 1 mM EDTA, 1% sodium deoxycholate, 1% Igepal), and twice in TE buffer (10 mM Tris pH 8.0, 1 mM EDTA). 120 µl of freshly made elution buffer (0.1 M NaHCO_3_, 1%SDS) was added to each ChIP and incubated in a thermomixer at room temperature/1400 rpm for 15 min. Samples were centrifuged, the supernatant collected, and another 120 µl added to perform a second elution as above, to obtain 240 µl eluate per ChIP. Final immunoprecipitated (IP) material and input controls were de-crosslinked and purified as described above. Purity was determined using a NanoDrop 2000 with optimum 260/280 absorbance ratios of 1.8. Finally, IP′d DNA was quantified by Qubit Fluorometer 2.0, using the dsDNA High Sensitivity Assay kit (Thermo Fisher, Q32851).

Chromatin immunoprecipitations for HIF-1α, HIF-2α and HIF-1β were performed as described above, with the following modifications—no quantification of chromatin was performed and no Drosophila spike-in was added. Instead, each immunoprecipitation reaction contained the total harvested chromatin from an entire 15 cm plate of cells at ~80–90% confluency. Sonicated chromatin was diluted 1:6 with ChIP dilution buffer and 40 µl of pre-washed Protein A agarose beads were added to pre-clear each sample for 1 h on end-over-end rotator, 4 °C before immunoprecipitation. Alongside the addition of antibodies, 15 µl rabbit pre-immunisation serum was used as a negative control. Antibody-bound DNA was pulled down with 45 µl of pre-washed Protein A agarose beads by rotating at 4 °C for 1.5 h. Samples were centrifuged for 8 min at 380 *g*, 4 *°*C. Washing of the beads proceeded as described above, except that centrifugation was used instead of a magnetic rack. All ChIP-seq experiments were performed in duplicate in accordance with ENCODE Consortium guidelines.

### RNA extraction

Cells were grown on 6 cm dishes to approximately 80–90% confluency on the day of harvest. Total RNA was prepared using the Qiagen RNeasy Plus Mini Kit (Qiagen, 74134), and RNase-Free DNase Set (Qiagen, 79254) according to manufacturer’s instructions. 1–4 µl of 1:10 diluted ERCC RNA Spike-in Mix 1 (Ambion, 4456740) was added to each sample. RNA purity was determined by NanoDrop 2000 and its integrity was assessed by Agilent 2200 TapeStation System Automated Electrophoresis and RNA ScreenTape analysis (Agilent 5067-5576, 5067-5578, 5067-5577). RNA was quantified by Qubit Fluorometer 2.0, RNA High Sensitivity Assay kit (Thermo Fisher, Q32852).

### qPCR

qPCR was performed on a StepOnePlus Real-Time cycler (Applied Biosystems) using Fast SYBR Green master mix (Thermo Fisher, 4385612), according to manufacturer instructions. Complimentary DNA (cDNA) was synthesised from purified RNA with the High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher, 4368814).

ChIP-qPCR primer sequences were CA9-up (F: 5′-CGGGGAGACTCAGGAAACAA-3′, R: 5′-TGTGGACTCTGACCCTGGAT-3′), CA9-prom (F: 5′-TGCCCACAGGGACAAAGAAG-3′, R: 5′-GGGTATGGGAGGGGAGTCAT-3′), EGLN3-up (F: 5′-GGTTGTAAAGCATGGGCAGT-3′, R: 5′-GCTGATCGGGAGGTCCTTGA-3′), EGLN3-prom (F: 5′-GACAGGGCACGATGTACTCC-3′, R: 5′-GGATCCCGGACCTCGATTCT-3′), NDRG1-up (F: 5′-GGCCCTTGCCTGTCTCTTT-3′, R: 5′-TTCAAGCTGCAAATCTGGGC-3′), NDRG1-prom (F: 5′-CCCTTTCTGCTCCGCGTC-3′, R: 5′-CTTTCCTTTCTCCCTCGCGT-3′), NDRG1-HRE (F: 5′-TCCCTCCCAATCTCTCTCTTCTT-3′, R: 5′-CACCATCAGCACAGCAAACTAC-3′), EGLN3-HRE (F: 5′-CCCAGTCACCAGAGAAATGTT-3′, R: 5′-GCGTCTTGATGTCCTTATCCCT-3′), Drosophila chromatin (Active Motif positive control primer set (71037) amplifies 92 bp region (exon1) of the Porphobilinogen synthase gene on the Drosophila melanogaster chromosome 3 L).

RT-qPCR primer sequences for analysis of cDNA were ERCC spike-in sequence 113 (F: 5′-CGCGCGTACTAGGCAGATAA-3′, R: 5′-CTCCGATAGCGACTGGACAC-3′), ERCC spike-in sequence 130 (F: 5′-CAACATGGTTCAACCGCCTG-3′, R: 5′-CGCTTGGCAGGACCATTTTT-3′), NDRG1 (F: 5′-TAACGTGGAAGTGGTCCACAC-3′, R: 5′-ATTGGTCGCTCAATCTCCAG-3′), CYP1B1 (F: 5′-GAGAACGTACCGGCCACTATC-3′, R: 5′-CGACCTGATCCAATTCTGCCT-3′), HPRT1 (F: 5′-CTGAGGATTTGGAAAGGGTGT-3′, R: 5′-CATCTCGAGCAAGACGTTCA-3′), BNIP3 (F: 5′-GCTCCCAGACACCACAAGAT-3′, R: 5′-GAGAGTAGCTGTGCGCTTC-3′), PFKFB4 (F: 5′-AATTATCCACTGGAGTTCGCC-3′, R: 5′-AGCTCCATGATGACAGGCTC-3′), EGLN1 (F: 5′- GCAGCATGGACGACCTGATA-3′, R: 5′-CCATTGCCCGGATAACAAGC-3′), DDIT4 (F: 5′-GAACTCCCACCCCAGATCG-3′, R: 5′-TGTTCATCCTCAGGGTCACT-3′).

### High-throughput sequencing

In accordance with ENCODE Consortium guidelines, all ChIP experiments were performed in duplicate^50^. All libraries were prepared and sequenced by the US NCI CCR Genomics Core. Single-end sequencing was performed using NextSeq 500 (75 bp) or NextSeq 2000 (100 bp) platforms according to Illumina protocols.

In accordance with ENCODE Consortium guidelines, all RNA-seq experiments were performed in three or four biological replicates^51^. Messenger RNA (mRNA) isolation and library preparation were performed by the US NCI CCR Genomics Core using the NEB Ultra II RNA-seq kit and PolyA (mRNA) selection. Paired-end sequencing was performed using NextSeq 500 (75 bp) or NextSeq 2000 (100 bp) platforms according to Illumina protocols.

### Quantification and statistical analysis

#### ChIP-seq

##### Alignment and normalisation

ChIP-seq reads were sequentially aligned to the Drosophila melanogaster BDGP6 genome and to the Human GRCh37 genome using BWA (0.7.5a-r405). The output SAM files were converted to BAM using SAMtools view (0.1.19) and the number of mapped reads was counted with SAMtools flagstat for later normalisation^52^. Reads mapping to both genomes and human reads mapping to the Duke Encode blacklist regions were excluded using Bedtools (2.17.0)^53^. Less than 0.001% of all reads mapped to both species. The final normalised read counts for each ChIP-seq sample were calculated by dividing the total number of Human mapped reads by the total number of Drosophila mapped reads to provide a scaling factor for normalisation of each sample.

##### Counting reads with samtools

ChIP-seq signal was quantified across protein-coding gene bodies using the Refseq ^54^genebody.protein_coding annotation downloaded from the ngs.plot database^55^. Gene bodies were extended ±2 kilobases to include relevant ChIP signal up- and downstream of each gene and SAMtools bedcov (0.1.19)^52^ was used to count the number of ChIPs-seq reads across each region. Read counts were then normalised according to the total number of Drosophila reads previously counted in each sample as above.

##### Visualisation with ngsplot

Ngs.plot.r^55^ was used to visualise ChIP-seq signal across gene bodies and flanking regions using the following parameters: -G hg19 (genome name), -L 10000 (10,000 bp flanking region size), -IN 1 (tag for large gene body interval), -GO none (no particular ranking applied along y-axis of a heatmap), -D refseq (gene database).

##### Defining HIF binding sites

HIF ChIP-sequencing was performed by Dr. Olivia Lombardi and previously published (GEO: GSE200203, GEO: GSE130989)^30,31^. ChIP-seq peaks were identified as described^30^, by the overlap of both T-PIC (Tree shape Peak Identification for ChIP-seq)^56^ and MACS (model-based analysis of ChIP-seq)^57^ peak callers. In order to be considered, a peak had to be present in both biological replicates (overlapping by at least one base pair, measured by Bedtools 2.17.10^53^). Finally, HIF binding sites were specifically defined as genomic loci where a HIF-1β ChIP peak overlapped a HIF-α peak (either HIF-1α or HIF-2α).

##### Pre-ranked gene set enrichment analysis (GSEA)

Normalised ChIP-seq signal was quantified across gene bodies ±2 kb, as above, and the fold-difference between normoxia and hypoxia conditions calculated. Genes were then ranked in descending order according to this fold-change and gene set enrichment analyses (GSEA) was performed in pre-ranked mode using a weighted enrichment score and 10,000 permutations^58^.

### RNA-seq

#### Alignment, normalisation and differential expression analysis

RNA-seq reads were sequentially aligned to the ERCC sequence library (ERCC92.fa) and to the Human GRCh37 genome using HISAT2 (2.05)^59^. The output SAM files were converted to BAM using SAMtools view (0.1.19) and the number of ERCC mapped reads was counted with SAMtools flagstat for later normalisation^52^. ERCC reads were removed prior to mapping to the Human GRCh37 genome. ERCC-mapped reads were quality checked for overlap by aligning to the Human GRCh37 genome. Less than 0.0001% of all reads mapped to both ERCC and GRCh37, and these were discarded. The final normalised read counts for each RNA-seq sample were calculated by dividing the total number of Human mapped reads by the total number of ERCC mapped reads to provide a scaling factor for normalisation of each sample. 

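The source data of Fig. 4A hold normalised counts of the PC3 libraries, of which the first 891 of 14531 rows were read. Dividing the deposited counts by these values gives the factor that was applied to each library. Over 316 genes with at least 1000 counts in every PC3 library the genes gave the same factor, with a median residual of 0.00079%. The factors were 1.20, 1.33, 1.05 and 1.25 for normoxia replicates 1 to 4 and 0.913, 0.789, 0.981 and 0.676 for the hypoxic ones. They differed by at most 0.0345% from DESeq2's median-of-ratios size factors, computed from the gene counts alone and set to the same mean.

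Divided by these factors, the total counts of the normoxic PC3 libraries were 93576349, 93004461, 93368432 and 91578465, and those of the hypoxic libraries 99264447, 99561785, 97985676 and 105341895. The hypoxic totals were higher by 0.11 on the log2 scale, or 8.21% (exact two-sided permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). With the replicates paired by number, the exact p was 0.125, again the smallest possible. As the factors match those computed from the gene counts, the difference describes how counts spread over genes. It says nothing about mRNA per cell, and what the ERCC reads would give was not tested.

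**Figure D6:**
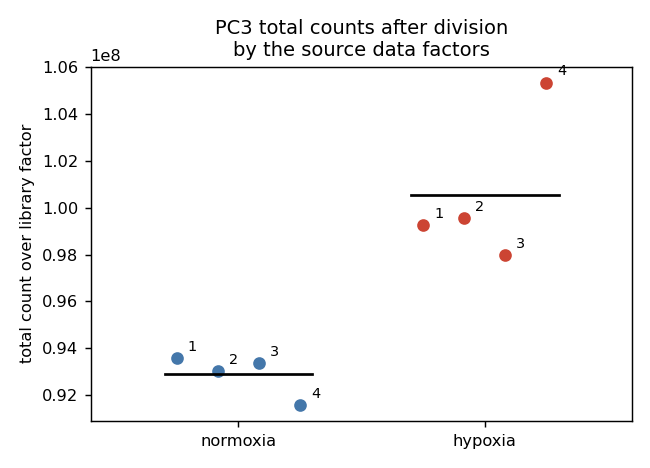
Total count of each PC3 library after division by the factor of the source data of Fig. 4A, by condition, with the replicate number beside each point and a bar at the mean. The y axis does not start at 0. These totals describe how counts spread over genes and say nothing about mRNA per cell. The normoxic libraries lie between 91578465 and 93576349 and the hypoxic ones between 97985676 and 105341895.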

HTSeq (0.5.4p3) set to ‘intersection-strict’ mode was utilised to count the total number of reads mapping within each Refseq-defined gene^60^. Finally, differential expression between normoxia and hypoxia conditions was quantified using DESeq2^61^.

#### Pre-ranked gene set enrichment analysis (GSEA)

The fold-change in gene expression between normoxia and hypoxia conditions was calculated by DESeq2^61^. Genes were then ranked in descending order according to their fold-change and gene set enrichment analyses (GSEA) were performed in pre-ranked mode using a weighted enrichment score and 10,000 permutations^58^.

#### BigWig generation and IGV visualisation

To display ChIP-seq and RNA-seq tracks using the Integrative Genomics Viewer (IGV 2.8.2)^62^, BAM files were firstly indexed with SAMtools (0.1.19)^52^. Next, Bedtools genomecov (2.17.0) was used to assess genome-wide sequencing coverage^53^. The bedGraph output files were then converted to BigWig using the bedGraphtoBigWig tool. Refseq hg19 (GRCh37) build was used for chromosomal coordinates and gene annotation.

### Statistics and reproducibility

All ChIP-seq experiments were performed as biological duplicates and all RNA-seq experiments were performed as three or four biological replicates in accordance with ENCODE Consortium guidelines. Statistical methods are outlined in individual sections.

## Supplementary information

Supplementary Information

Supplementary Data

Description of Additional Supplementary Files

Transparent Peer Review file

## Data Availability

ChIP-seq and RNA-seq data are available at Gene Expression Omnibus (GEO): GSE296192, GSE313247, GSE200203 (HIF-1α and HIF-2α ChIP-seq), and GSE130989 (HIF-1β ChIP-seq). Original Western blot images are available in Supplementary Fig. 9 and source data are available in Supplementary Data. This paper does not report original code. Any additional information required to reanalyse the data reported in this paper is available from the lead contact upon request.

# Supplementary material for: Hypoxic regulation of chromatin and gene transcription
**Source:** Commun Biol. 2026 Mar 25;9:665. doi: 10.1038/s42003-026-09875-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary File**

File name: Supplementary data
Description: The source data and original Western blot images have been submitted as Supplementary data.

How the deposited data were processed for this re-analysis (not part of the article)

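RNA was measured by polyadenylated RNA-seq in PC3 and HCT116 cells in normoxia (21% O2) and in hypoxia (0.5% O2, 16 h), with 4 replicates per condition in PC3 and 3 in HCT116. The authors aligned the reads with HISAT2 first to the ERCC spike-in sequences and then, without the ERCC reads, to GRCh37. They counted reads within RefSeq genes with HTSeq in intersection-strict mode and deposited the count of each gene in each library, without normalisation. These 14 sets of counts, with 23106 gene symbols each, are the data used here. The paper's text does not state the strandedness of the counting or the RefSeq release, so genes that overlap others, on either strand, and genes with near-identical copies are uncertain. The ChIP-seq data, the HIF-1β knock-out libraries and the ERCC read counts are not analysed here.

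The deposited counts of any pair of replicates differed by far more than counting error, with a chi-square of 12.5 to 268 per gene, so every library was counted as a separate replicate. The 20 most abundant genes took between 6.62% and 9.82% of the counts of a library. The depth of the libraries gives a floor, 3 counts, of 0.0199 to 0.0421 CPM (counts scaled to the library size). Intervals and floors of this kind cover counting error only.

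In each line, edgeR (version 4.0.16, in R 4.3.3) was applied to the counts: filterByExpr by condition, TMM scaling, and the quasi-likelihood test of hypoxia against normoxia with Benjamini-Hochberg adjustment and a threshold of 0.05. Log2 fold changes are edgeR's, and the standard error is the unshrunk log2 fold change divided by the square root of the test's F. The difference between the lines was tested over all 14 libraries as the interaction of line and oxygen, on 15493 genes. The correlation of the lines' log2 fold changes across genes is descriptive. Total counts divided by library factors were compared by an exact two-sided permutation test.

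Gene lists were tested with limma's camera (version 3.58.1) on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01, adjusted over the lists and both lines. Principal components used log2 CPM with a prior count of 1. The lists were genes named in the paper, histone demethylases, H3 methyltransferases, sterol synthesis, glycolysis, respiratory complex I, DNA replication (MCM and related genes), replication-dependent histones and small nucleolar RNAs. Lists of interferon response genes and of targets of NRF2 and BACH1 were added after values had been seen. The interferon list leaves out the genes that prompted it. Of the calls by camera, those of sterol synthesis and of both added lists in PC3 did not hold under fry, and the others did. With an estimated inter-gene correlation, which was not run on the added lists, none of the calls held.

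The samples of each group, the tests, the gene lists other than these 2, the alternatives and the rule for naming genes were fixed before the data were examined. Genes are named where the paper names them in its text, legends, primers or the labels of Fig. 7B and C. They are also named where they are among the 5 largest rises or falls of a line past the threshold with a mean of at least 1 CPM and no overlap between conditions, or among the 5 largest differences between the lines in each direction. The first 5 genes of the H3K4me3 and H3K36me3 columns of the source data, the first 10 rows of the source data of Fig. 4A, and members of the gene lists past the threshold complete the rule. Other genes named in the closing section were chosen after their values were seen.

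The alternatives were median-of-ratios, upper-quartile and total-count scaling, the library factors recovered from the source data of Fig. 4A (PC3 only), DESeq2 (version 1.42.0), no filter on low counts, at least 10 counts in every library, one fit over both lines, the replicate number as a block, a change of at least 1 on the log2 scale, and each library left out in turn. Offsets for each library's trend with transcript length and GC content, alone and with the block, DESeq2 with a normal prior on the fold changes, and thinning of every library to the lowest total were added after the values had been seen. Transcript lengths were found for 96.4% of the PC3 genes and 96.3% of the HCT116 genes tested.

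The replicate numbers were taken to pair the PC3 libraries, though neither the labels nor the paper state a pairing. Deviations from the condition means of the normoxic and hypoxic library with the same number correlated across genes at 0.839, 0.542, 0.360 and 0.418 for replicates 1 to 4. Libraries with different numbers were not compared in this way, so the pairing is an inference.

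The tests were checked on simulated data made from the means and library sizes of these libraries, with 200 genes changed by a fold of 2. Each library was drawn independently, once, with edgeR's dispersions and without deviations shared by a replicate pair. The simulation therefore cannot judge the fits with the block against those without it. Its contrast of edgeR and DESeq2 holds under edgeR's dispersions only. In PC3, edgeR recovered 185 of the 200 (92.5%) with 6 false calls among 14226 genes, and with the block 183 with 7 false calls. DESeq2 recovered 190 with 46 false calls among 14309 genes. In HCT116, edgeR recovered 197 with 12 false calls among 14026 genes (199 with 18 with the block), and DESeq2 197 with 24 among 14120. The interaction test recovered 163 with 8 false calls among 15249. Of 100 simulated unchanged lists of 20 genes, camera gave a p-value under 0.05 for 3 and fry for 5. Both did so for all 100 raised lists.

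Gene positions come from GENCODE's annotation of GRCh37, matched to the gene symbols of the counts. Of the 23106 symbols, 20098 matched directly, 1491 through an older symbol and 1517 not at all. Statistics in Python 3.11.15 used scipy 1.17.1.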

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

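The tests of explanations in this part, of the interferon and the NRF2 and BACH1 lists among them, were chosen only after the results were seen, while the comparison of the lines and the other gene lists were set earlier. Among 100 groups of 4 PC3 libraries (the total count, the share of the 20 most abundant genes, the first 2 principal components and the expression of genes named in the text, in each condition), 7 held a value far from the other 3. Chance gives about 1 in 20 such groups, or 5.0. In normoxia, ANGPTL4 was at 15.0 CPM in replicate 1 against 5.69 to 6.02 in the others, EPGN at 94.0 in replicate 4 against 121 to 123, and SCNN1G at 3.61 in replicate 2 against 4.47 to 4.62. In hypoxia, replicate 1 was high for ADM (104 CPM against 65.6 to 66.0), CYP1B1 (48.9 against 22.2 to 26.6) and KDM4C (26.7 against 22.4 to 22.9), and replicate 4 was low for MIR17HG (0.455 against 1.03 to 1.13).

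Of the 7 values, 4 were in libraries of replicate 1, which stood apart from the other PC3 libraries on the second principal component (36.3% of the variance) with scores of 17.2 in normoxia and 32.9 in hypoxia. A trend with transcript length and GC content would be removed by a fit to it, but the deviations of the 2 libraries stayed correlated at 0.852 after that fit, against 0.839 before. The 37 interferon response genes tested, which leave out those that prompted the list, deviated upwards in both, with a median of 0.68 on the log2 scale in normoxia and 0.73 in hypoxia, above all of 10000 random lists of similar expression. They deviated downwards in replicate 4, with medians of -0.55 and -0.67. Much smaller medians also ranked near the ends of the random lists. These were at percentile 0.00 for hypoxia replicate 2 (-0.08) and normoxia replicate 3 (-0.15), and at 97.93 for hypoxia replicate 3 (0.03). Normoxia replicate 2 (-0.01) was at 6.49. The rank alone thus does not set replicate 1 apart, and only the size of the medians separates replicates 1 and 4 from the others. A candidate explanation is that an interferon response differed between the replicate cultures. A difference between batches of cells or libraries stays open, since neither the labels nor the paper give a batch.

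The response to hypoxia differed between the lines for 26 of the genes named in the text (edgeR quasi-likelihood test of the interaction, adjusted p-value under 0.05). It was larger in size in HCT116 for 15 of them, all higher there in hypoxia, with differences of log2 fold changes, HCT116 minus PC3, of CA9 (4.35), SPRY1 (3.02), MIR210HG (2.97), ALDOC (2.74), DDIT4 (2.57), CXCR4 (2.36), BNIP3L (2.29), PDK1 (2.26), ANKRD37 (1.76), FAM115C (1.59), BHLHE40 (1.54), BNIP3 (1.50), KDM3A (1.41), PFKFB4 (1.31) and KDM4B (0.95). It was larger in size in PC3 for the other 11. Among these the difference was above 0 for CYP1B1 (2.04), EPGN (1.72) and SLC16A14 (1.13), which fell in PC3. It was below 0 for HMOX1 (-3.60), C6orf48 (-3.54), C10orf10 (-2.20), ARTN (-2.16), EBF2 (-1.97), ITPR1 (-1.89), PFKFB3 (-1.25) and SLCO4A1 (-0.89). With the replicate block the difference was past the threshold for 34 of the genes named in the text, these 26 and ADM (adjusted p = 0.0302, against 0.470 without the block), ANGPTL4 (0.0135 against 0.155), APLN (0.0447 against 0.0726), HEXIM1 (0.0204 against 0.0732), ID1 (5.00e-04 against 0.0550), KDM4C (0.0159 against 0.0515), S100A2 (0.0217 against 0.259) and ZNF431 (0.0347 against 0.146). SPRY1 changed in opposite directions, by 2.72 in HCT116 (adjusted p = 1.83e-08) and -0.31 in PC3 (adjusted p = 0.0192), with an adjusted p-value of 1.01e-09 for the difference in edgeR. The fall of SPRY1 in PC3 was no longer past the threshold without hypoxia replicate 2, normoxia replicate 3, hypoxia replicate 3 or normoxia replicate 4, with adjusted p-values up to 0.0768.

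Over all genes, the log2 fold change was higher in HCT116 than in PC3 for 203 of 15493 and lower for 156 (359 in all, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Among 40 drawn regroupings that exchanged oxygen labels within lines, the real grouping included, 1 gave as many, the real one. Regroupings that mix oxygen levels within groups widen the spread there, so few calls in them are likely by construction. With the replicate block there were 1307 genes. Without PC3 hypoxia replicate 4 there were 717. Leaving out 1 of 8 other libraries lowered the number by over 1.5 times, to between 177 and 233. The direction of the differences named here is open to biological explanations, since the lines differ in tissue of origin and in much else, and the design cannot part these.

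HMOX1 is also a target of NRF2 and BACH1, and a candidate explanation of its rise in PC3 (3.49, against -0.10 in HCT116) is an activation of those targets. The other 25 tested targets had a median log2 fold change of 0.19 in PC3 with a camera adjusted p-value of 0.00697, but fry gave 0.294, and 11 of the 35 splits of the PC3 libraries gave a camera p-value as small, 3 of the 8 splits that part every replicate pair among them. Of the 25, 1 was past the threshold, and 8 were higher and 0 lower at an unadjusted p-value under 0.05. With the replicate block the camera adjusted p-value was 0.00106. In HCT116 the median over 24 targets was -0.00 and camera's adjusted p-value 0.724. The lists leave the explanation open. The difference of C6orf48 cannot be told apart from the switching of MHC genes between libraries, which its counts of 73 to 1286 within hypoxic PC3 show.

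Glycolysis genes, a list the paper does not report, rose in both lines. The median log2 fold change of 19 genes was 0.72 in PC3 (17 higher past the threshold, 18 higher and 1 lower adjusted over the list alone, and 17 higher and 1 lower, PFKM, with the replicate block) and 1.38 in HCT116 (18 higher, also 18 adjusted over the list alone). The camera adjusted p-values were 4.21e-14 and 2.45e-18, those of fry 5.62e-04 and 2.48e-05. No other split of the PC3 libraries (1 of 35 with the real one, and 1 of the 8 that part every replicate pair, too few for a share under 0.05) and none in HCT116 (1 of 10) gave a p-value as small, where 10 splits cannot give a share under 0.1. The medians stayed above 0 under median-of-ratios, upper-quartile and total-count scaling. Sterol synthesis genes were higher in HCT116, with a median of 0.56 and 21 of 23 past the threshold (22 adjusted over the list alone, camera adjusted p = 3.18e-10, fry 0.0106, 1 of 10 splits). In PC3 their median was 0.23 with 0 past the threshold, also adjusted over the list alone, and 3 at an unadjusted p-value under 0.05. There, 22 of 35 splits gave a camera p-value as small (4 of the 8 that part every pair), and 8 were higher and 1 lower with the replicate block.

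Small nucleolar RNAs were lower in both lines, with medians of -0.36 over 42 genes in PC3 (3 past the threshold, also adjusted over the list alone) and -0.46 over 40 genes in HCT116 (4 past the threshold, also adjusted over the list alone). Camera gave an adjusted p-value of 5.76e-05 in each line, and fry 0.0231 and 0.00286. In PC3, 6 of the 35 splits gave a camera p-value as small (2 of the 8 that part every pair), and in HCT116 1 of 10. Replication-dependent histone genes were higher in PC3, with a median of 0.27 over 37 genes (3 past the threshold, also adjusted over the list alone, and 9 with the replicate block, camera adjusted p = 4.07e-04, fry 0.0389, 7 of 35 splits, 3 of the 8 that part every pair) and 0.04 over 33 genes in HCT116 (camera adjusted p = 0.801). These directions held under median-of-ratios, upper-quartile and total-count scaling, apart from the histones in HCT116, whose median was -0.05 with total-count scaling. Both kinds of RNA mostly lack a poly(A) tail, so a candidate explanation for the fall of the small nucleolar RNAs is that the hypoxic libraries carried less such RNA. The histone median of 0.27 goes the other way in PC3, but as other splits gave p-values as small, it does not settle the question. Reads shared between the near-identical histone copies were not tested.

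As a whole, the number of gene lists past the threshold was not particular to the real grouping in PC3. By camera, 17 of the 35 splits of the libraries, the real one included, gave as many lists. So did 6 of the 8 that part every pair. In HCT116, 2 of the 10 splits did. Splits with unequal numbers of hypoxic libraries on their sides keep part of the hypoxia contrast. The counts of splits, here and for single lists, are therefore not a measure of chance alone.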

How the results depend on the processing

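The length and GC offsets, DESeq2 with a normal prior and the thinning of libraries were chosen only after the results were seen. The other alternatives were not.

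In PC3, 863 genes were higher and 757 lower in hypoxia. DESeq2 gave 1383 and 1185, it gave 1382 and 1187 with the recovered factors, and with a normal prior 1388 and 1189. On simulated data drawn with edgeR's dispersions, DESeq2 made 46 false calls in PC3 where edgeR made 6. Total-count scaling gave 562 and 1733, upper-quartile scaling 681 and 1048, one fit over both lines gave 1246 lower genes, and the size threshold of 1 gave 138 and 66. The replicate block gave 2125 and 1949, and with length and GC offsets 2269 and 2296. Across the 8 fits that each left out one library, 364 to 1143 genes were higher and 189 to 942 lower. The lowest numbers came without normoxia replicate 3, and those without normoxia replicate 2 (372 and 202), hypoxia replicate 2 (453 and 275) and normoxia replicate 4 (546 and 362) were also below the full set by over 1.5 times. Fits without a library have fewer samples. The block takes out the deviations shared by a pair. Otherwise the cause was not tested. The other scalings and filters, and the offsets alone, stayed within 1.5 times.

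In HCT116, with 2061 higher and 1597 lower, total-count scaling gave 1286 and 3146, one fit over both lines 938 and 795, and the size threshold 219 and 72. Offsets with the replicate block gave 2095 and 2535. Leaving out one library gave 1378 to 1853 higher and 1068 to 1486 lower. With length and GC offsets the share of calls that were higher fell from 56.3% to 46.1% (1756 and 2054), and in PC3 it was 50.7%. The cause was not tested. The deviations of HCT116 libraries with the same replicate number correlated at 0.0889, 0.387 and -0.0593, and with each library's length and GC trend taken out at 0.230, 0.399 and 0.106. The numbers were not taken to pair these libraries, but the second set leaves a pairing open. The block gave 2098 and 1656.

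The share of all tested genes with a positive log2 fold change was 50.4% in PC3. It was 51.6% with median-of-ratios factors, 32.9% with total counts, 43.2% with upper-quartile scaling, 51.8% with recovered factors, 51.6% with DESeq2, 48.6% without a filter, 48.8% with offsets, 48.2% with offsets and block, and 51.7% with the normal prior, and between 48.5% and 52.5% without one library. In HCT116, at 50.3%, these were 48.5%, 36.3%, 48.6% with upper-quartile scaling, 48.6% with DESeq2, 45.7% with offsets, alone and with the block, and 48.6% with the normal prior, and between 48.4% and 50.7% without one library. This share follows the scaling by construction.

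The interaction test called 359 genes, against 970 with DESeq2, 1307 with the replicate block and 177 to 717 across the 14 fits that left out one library. The number was 717 without PC3 hypoxia replicate 4. It was lower by over 1.5 times without PC3 normoxia replicate 2 (214), PC3 hypoxia replicate 2 (233) or PC3 normoxia replicate 3 (210), and without HCT116 normoxia replicate 1 (208), normoxia replicate 2 (195), hypoxia replicate 2 (177), normoxia replicate 3 (190) or hypoxia replicate 3 (229). The correlation of the lines, 0.458, was 0.312 without genes past the threshold in both and 0.501 with at least 10 counts in every library. The total count over the recovered factor stayed higher in hypoxia by 0.0911 to 0.126 on the log2 scale without one library, and by 0.11 with the libraries paired by replicate, where the exact p of 0.125 is the smallest possible.

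With an estimated inter-gene correlation, no gene list was past the threshold: adjusted p-values were 0.0607 for paper-named genes, 0.272 for demethylases and for small nucleolar RNAs, 0.852 for sterol synthesis, 0.116 for glycolysis and 0.282 for histones in PC3, and 0.0651 for paper-named genes and for glycolysis, 0.502 for demethylases, 0.282 for sterol synthesis and 0.102 for small nucleolar RNAs in HCT116. Sterol synthesis in PC3 was past it by camera (0.0127) but not by fry (0.49), and without one library its value ran from 3.55e-04 to 0.419. It was not past it without hypoxia replicate 4 (0.419), normoxia replicate 2 (0.0561) or normoxia replicate 3 (0.0838). Complex I in PC3 (0.0916) ran from 0.0017 to 0.741 without one library, and the replication list (0.0663) from 0.00915 to 0.741, with 0.0134 under the replicate block. Complex I was past it without hypoxia replicate 1 (0.0017), hypoxia replicate 3 (0.0269) or normoxia replicate 4 (0.0317). The replication list was past it without normoxia replicate 1 (0.00915), hypoxia replicate 2 (0.0197), hypoxia replicate 3 (0.0372), normoxia replicate 4 (0.0334) or hypoxia replicate 4 (0.0341). The cause was not tested.

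Of 79 log2 fold changes of named genes, none changed sign with a call in 1163 refits. In 25 refits a gene lost its place past the threshold (22 of them without one library) and in 5 it gained one. The block changed none of these calls, and among the lists only that of the replication genes. Thinning every library to the lowest total gave 840 higher and 724 lower genes in PC3 and 1932 and 1537 in HCT116, so depth limits these numbers little.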

Differences from the paper's values

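The comparison with DESeq2 under a normal prior was chosen only after the values were seen, and the others were not. In Fig. 4B the largest log2 fold change in HCT116 is about 5.0, read by eye from unlabelled points. Here the largest among genes with a mean of at least 1 CPM is that of CA9, 6.03. The second, that of ANGPTL4 here with 4.63, is about 4.1 in Fig. 4B. The third, that of MIR210HG here with 4.15, is about 3.5 in Fig. 4B. None of the alternatives set before the data were examined closed the gap for any of the 3. With DESeq2 under a normal prior on the fold changes, chosen after the values were seen, the second was 4.09 and the third 3.4986, within the paper's values, while the largest was 4.60, below it. In PC3, the log2 fold changes listed for Fig. 4A differed from edgeR's, which carry no such prior, by at most 0.0792 over 793 genes (median 0.0085). This argues against such a prior in the paper's PC3 values for those genes. The HCT116 values were not compared gene by gene.

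Fig. 7B labels SNORD46 among the regulated genes of PC3. Its 3, 1, 1 and 3 counts in normoxia and 0 in every hypoxic library left it out of the test here. Without a filter on low counts, the edgeR adjusted p-value was 0.131, and DESeq2 gave no adjusted p-value. None of the settings run called it.

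The numbers of genes with a log2 fold change above and below 0 lie within 1.5 times of the paper's in both lines, except with total-count scaling, which gave 4701 genes above 0 in PC3 against the paper's 7507. The scaling sets this split by construction, so such closeness says little. In HCT116 the paper has fewer genes above 0 than below (6793 and 7218), while TMM scaling gave 7104 and 7016. With median-of-ratios scaling in edgeR the numbers were 6851 and 7269.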

Other observations

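The tests of explanations in this part were chosen only after the results were seen, while the comparisons between conditions and lines and the first 9 gene lists were set earlier. Of the 35 splits of the PC3 libraries into groups of 4, the real split was the 1 with as many as 863 or 757 genes in one direction, and no other split gave more than 1 gene. At an unadjusted p-value under 0.05, the real split gave 3969 genes and the others 22 to 2466. As the replicates were taken to be paired, the 8 splits that part every pair are the closest comparison. The 7 others gave 0 genes, also with the replicate block, and 22 to 583 at an unadjusted p-value under 0.05 (19 to 1060 with the block). In HCT116, 1 of the 10 splits, the real one, gave as many as 2061 or 1597, where 10 splits cannot give a share under 0.1. The others gave 0 genes, and 53 to 460 at an unadjusted p-value under 0.05, against 5463. In both lines the other splits mix oxygen levels within groups, so the hypoxia effect widens the spread there. Few calls in them are likely by construction and do not measure what chance would give.

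HCT116 had 3658 genes past the threshold and PC3 1620. HCT116 libraries held more counts, but thinning every library to the lowest total left 3469 and 1564, which argues against depth as the cause. The number of replicates argues the other way, as PC3 has more, and with 3 replicates per condition PC3 gave 129 to 1783 genes. With the replicate block PC3 had 4074 genes and HCT116 3754, so a candidate explanation is that deviations shared by the PC3 replicate pairs hid changes in the unblocked test. With 3 pairs and the block, however, PC3 had 2089 genes without pair 1, 1207 without pair 2, 1953 without pair 3 and 7059 without pair 4, below HCT116 in 3 of 4 fits. The files leave this open.

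PC3 hypoxia replicate 4 stood at 36.3 on the first principal component (42.5% of the variance), with the other hypoxic libraries between 2.45 and 15.0. It had the lowest total count of all libraries, but thinning left its score at 36.2. Its deviation followed transcript length and GC content more than in the other PC3 libraries (12.0% of its deviation), yet its score was 33.3 with that trend taken out, so the trend is not the whole cause. Without the 20 most abundant genes the score was 36.3 (36.268 before rounding). A stronger response in that culture, a difference in handling and a difference in library preparation stay open, and the files do not part them. Without this library, 1143 genes were higher and 942 lower in PC3.

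Some genes switched between libraries of one condition by at least 8-fold, with a highest count of at least 100. In HCT116 there were 10 such genes. Of these, 4 were among 52 genes at 28 to 34 Mb of chromosome 6, where the MHC lies, and 5 were the 5 tested genes with a copy on both X and Y (Fisher's exact test of both regions together, p = 4.61e-21). The remaining gene was YTHDC1. In PC3 there were 35 such genes, 9 of 52 in the MHC region and 3 of 7 on both X and Y (Fisher's exact test, p = 2.22e-20), besides RPPH1, YTHDC1 and 21 of 12356 elsewhere. Of those 21, 19 had their highest CPM in replicate 1 in both conditions, all but DHRS4L1 and SEC31B, against 1 of the 12 in the regions. The 19 are thus in line with the difference of the replicate 1 libraries. The regions were chosen after the genes were seen, so these p-values describe how the genes lie and test no explanation. EHMT2, an H3K9 methyltransferase gene in the MHC region, had 0, 24, 4 and 167 counts in the normoxic PC3 libraries, and SLC25A6 had 242, 290 and 5327 in the hypoxic HCT116 libraries. A candidate explanation for the genes in these regions is that reads matching a second copy of a region, such as an alternate haplotype or the other sex chromosome, were kept in some libraries and dropped in others. Not every alternate haplotype behaved so: in a window of chromosome 17 with one, 0 of 18 genes switched in PC3, which leaves open whether that copy was in the alignment. No biological explanation was tested.

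WISP1 rose with NDRG1, its neighbour on the opposite strand, in PC3. If reads ran on from NDRG1 at the PC3 rate in both lines, the hypoxic HCT116 libraries would hold 227 WISP1 counts, but they held 9. A run-on that occurs in PC3 alone stays open, since WISP1 counts stayed between 0.804 and 1.68 per 1000 NDRG1 counts there, and it cannot be told apart from a shared regulation of both genes.

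Divided by the factors recovered from the source data of Fig. 4A, PC3 total counts were higher in hypoxia by 0.11 on the log2 scale. Without the 20 most abundant genes the difference was 0.11 as well (0.109, exact permutation test, p = 0.0286, the smallest possible), so a few abundant genes do not account for it. The factors differed from those computed from the gene counts by at most 0.0345%, which argues against spike-in reads as their source. The difference therefore describes how counts spread over genes, relative to their median ratio, and says nothing about mRNA per cell. What the ERCC reads would give was not tested.

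Across 13090 genes tested in both lines, log2 fold changes correlated at 0.458 (Spearman 0.446). Genes are not independent replicates, so no p-value is given. Past the threshold in both were 743 genes, with 437 higher in both, 265 lower in both, 19 higher in PC3 and lower in HCT116, and 22 lower in PC3 and higher in HCT116.

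Of the genes for enzymes that act on histone methylation, demethylases were higher as a list in both lines. In PC3, 6 of 20 were higher past the threshold (8 adjusted over the list alone, and 8 higher and 1 lower, PHF2, with the replicate block), with a median log2 fold change of 0.18 (camera adjusted p = 4.73e-04, fry 0.0106). Of the 35 splits, 4 gave a camera p-value as small, and of the 8 that part every pair, 2 did. In HCT116 it was 10 of 22, all higher (10 adjusted over the list alone), with a median of 0.20 (camera adjusted p = 0.00752, fry 0.00527, 2 of 10 splits). KDM3A rose by 1.01 in PC3 (adjusted p = 2.55e-04) and 2.42 in HCT116 (adjusted p = 1.73e-08), and KDM4B by 0.77 and 1.73, by edgeR. KDM4C (0.31 in PC3, 0.79 in HCT116) and KDM5B (0.40 and 0.63) rose less. In PC3 their adjusted p-values of 0.0314 and 0.0334 went up to 0.110 and 0.110 without one library: KDM4C lost its call without hypoxia replicate 1, either library of replicate 2, normoxia replicate 3 or normoxia replicate 4, and KDM5B without any of these or hypoxia replicate 4. Those refits had no replicate block. With the block and all PC3 libraries, edgeR's adjusted p-values were 0.00858 for KDM4C and 0.00167 for KDM5B. H3 methyltransferases showed no common direction, with medians of -0.09 over 19 genes in PC3 (camera adjusted p = 0.308, 3 lower, also 3 adjusted over the list alone, and 1 higher and 4 lower with the replicate block) and -0.03 over 19 in HCT116 (0.801, 4 higher and 4 lower, 4 and 5 adjusted over the list alone). SETD1B fell in both, with log2 fold changes of -0.44 in PC3 and -0.31 in HCT116 (edgeR adjusted p = 0.00821 and 0.0136). In HCT116 it lost its call without normoxia replicate 1 or hypoxia replicate 2, with adjusted p-values up to 0.0523. HIF1A fell too, with a log2 fold change of -0.53 in PC3 (adjusted p = 0.00630) and -0.63 in HCT116 (adjusted p = 4.86e-05, edgeR).

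Of the other lists, the genes named in the paper had a median of 0.75 in PC3, with 25 higher and 6 lower of 49 (26 and 6 adjusted over the list alone, camera adjusted p = 4.46e-12, fry 2.06e-05), and 0.32 in HCT116, with 22 higher and 4 lower of 44 (23 and 4 adjusted over the list alone, camera adjusted p = 1.72e-07, fry 2.06e-05). As the paper chose many of them on these libraries, this is not independent evidence. Complex I genes had medians of 0.10 in PC3 (camera adjusted p = 0.0916, 0 of 37 past the threshold, also adjusted over the list alone, 2 at an unadjusted p-value under 0.05 and 1 with the replicate block) and -0.05 in HCT116 (0.741, 3 higher and 1 lower, 0 adjusted over the list alone, with 4 higher and 4 lower at an unadjusted p-value under 0.05). With total-count scaling the PC3 median was -0.01. Replication genes had medians of -0.10 (0.0663, 1 of 32 past the threshold, also adjusted over the list alone, and 8 with the replicate block) in PC3 and -0.00 in HCT116 (0.634, 3 higher and 5 lower, 3 and 4 adjusted over the list alone). The interferon list had a median of 0.38 in PC3 with 0 of 37 past the threshold, 5 at an unadjusted p-value under 0.05, a camera adjusted p-value of 0.00439 and a fry one of 0.729. The camera value was 3.74e-10 with the replicate block, while without the block 20 of 35 splits gave a p-value as small, and 2 of the 8 that part every pair. In HCT116 its median was -0.00 (camera adjusted p = 0.724).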
